# MicroRNAs contribute to postnatal development of laminar differences and neuronal subtypes in the rat medial entorhinal cortex

**DOI:** 10.1007/s00429-017-1389-z

**Published:** 2017-03-04

**Authors:** Lene C. Olsen, Kally C. O’Reilly, Nina B. Liabakk, Menno P. Witter, Pål Sætrom

**Keywords:** Medial entorhinal cortex, MiRNA, Brain development, Stellate neurons

## Abstract

The medial entorhinal cortex (MEC) is important in spatial navigation and memory formation and its layers have distinct neuronal subtypes, connectivity, spatial properties, and disease susceptibility. As little is known about the molecular basis for the development of these laminar differences, we analyzed microRNA (miRNA) and messenger RNA (mRNA) expression differences between rat MEC layer II and layers III–VI during postnatal development. We identified layer and age-specific regulation of gene expression by miRNAs, which included processes related to neuron specialization and locomotor behavior. Further analyses by retrograde labeling and expression profiling of layer II stellate neurons and in situ hybridization revealed that the miRNA most up-regulated in layer II, miR-143, was enriched in stellate neurons, whereas the miRNA most up-regulated in deep layers, miR-219-5p, was expressed in ependymal cells, oligodendrocytes and glia. Bioinformatics analyses of predicted mRNA targets with negatively correlated expression patterns to miR-143 found that miR-143 likely regulates the Lmo4 gene, which is known to influence hippocampal-based spatial learning.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00429-017-1389-z) contains supplementary material, which is available to authorized users.

## Introduction

The entorhinal cortex (EC) is implicated in the formation of memory. In particular, the medial part of the entorhinal cortex (MEC) is important for spatial memory and navigation (Derdikman and Moser 2010; Eichenbaum et al. 2012). The MEC has a laminar structure in which each layer has dominant cell types, differing in physiological properties and connectivity (Canto and Witter 2012; Greenhill et al. 2014). The laminar topography is also evident with regards to gene expression (Ramsden et al. 2015) and in certain pathological conditions; neuronal death and neurofibrillary tangles form in layer II (LII) at early stages of Alzheimer’s disease (Gomez-Isla et al. 1996), and LII also displays abnormalities in schizophrenia (Arnold 2000), whereas layer III of MEC has been implicated in temporal lobe epilepsy (Schwarcz et al. 2000). Origins of laminar differences in MEC are therefore important for both normal and pathological MEC functions.

The overall structure of MEC is observable at birth, but there is substantial postnatal development of MEC cells, physiological properties, and projections, continuing at least until postnatal day 28 (P28) (Burton et al. 2008). With respect to cell types, it is established that the adult rat MEC contains several types of spatially tuned neurons, including grid, border, and head direction cells, as well as speed modulated neurons and conjunctive cells that display both grid and head direction properties (Rowland et al. 2016). Spatially tuned neurons are unevenly distributed across MEC layers, with the majority of grid cells found in LII (Sargolini et al. 2006). The dominant cell type (67%) in LII is the glutamatergic stellate neuron (Gatome et al. 2010), thereby making it likely that this neuron corresponds to the grid cell, although this has been debated by several groups (Domnisoru et al. 2013; Moser and Moser 2013; Tang et al. 2014). General postnatal development in all cortical areas of the rat includes glial cell production and specialization, myelination, and an overproduction of synapses in infancy followed by pruning in juveniles (Downes and Mullins 2014; Semple et al. 2013). Extensive synaptogenesis and dendrite formation also occurs in the MEC, and the stellate neurons double their spine density between P14 and P18 (Burton et al. 2008). The physiological properties of MEC neurons also mature during the first postnatal weeks, with stellate cells exhibiting falling resistance and increasing resonance (Burton et al. 2008; Langston et al. 2010). Whereas grid-like cells are present soon after the eyes open (~P14), the grid cell properties stabilize around 4 weeks of age (Langston et al. 2010). Other spatially tuned cells mature earlier. Head direction cells appear adult-like upon eye opening, and boundary cells display adult-like firing when the rats begin to explore their environment (Bjerknes et al. 2014; Langston et al. 2010). The major projection from MEC to hippocampus already shows adult-like topography within the first postnatal week (Deng et al. 2007; O’Reilly et al. 2015). However, this MEC-to-hippocampus projection density is not considered adult-like until P10 (Deng et al. 2007). Changes through the first few weeks after birth are therefore fundamental for the properties of the adult MEC.

As changes in spatio-temporal gene expression underlie general postnatal development, layer-specific gene expression likely guides the cellular, physiological, and structural changes occurring postnatally in each MEC layer. Reelin (Reln, see Supplementary Table 1 for full gene names) plays a role in the development of neuron morphology and layer-specific connections in both the EC and the rest of the cortex (Borrell et al. 1999; Stranahan et al. 2013), but little is known about other molecular changes orchestrating laminar specialization.

MicroRNAs (miRNAs) are small non-coding RNA molecules that regulate gene expression after transcription and are important in many aspects of central nervous system development (Olde Loohuis et al. 2012). Many miRNAs are differentially expressed in various brain regions (Olsen et al. 2009), reflecting the brain region specific regulation of messenger RNAs (mRNAs). Some miRNAs also regulate mRNAs locally at the synapse and play a role in the development of neuronal morphology and regulation of synaptic plasticity (Olde Loohuis et al. 2012), whereas other miRNAs are involved in specifying neuronal subtypes (Stappert et al. 2015).

Knowing the importance of miRNAs in orchestrating neuronal development and most other cellular processes, we hypothesized that miRNAs contribute to the laminar and neuronal subtype specialization within the MEC in general, and the stellate cells in particular. We therefore measured miRNA expression in LII, where the stellate cells are abundant, and the deeper layers (layers III–VI, LDeep) of the MEC of rats during postnatal development. We sampled at P2, P9, P23, and P45, as these ages represent early, intermediate, late, and completed postnatal developmental time points, respectively, and thereby cover major developmental events, including maturation of grid cells and onset of hippocampal spatial learning (Fig. 1a). In addition, we examined the miRNA profile of the stellate cells compared to the rest of the MEC at an early postnatal age (P4/5). We found several miRNAs to be differentially expressed between layers and cell types (stellate vs. non-stellate cells). To identify more likely target gene candidates for interesting miRNAs in the MEC, we measured ribosomal RNA-depleted total RNA gene expression in LII and LDeep at the same time points. MicroRNAs with increased expression level in older rats compared to younger rats appear to play a role in the cell cycle and early developmental events such as axon guidance, whereas miRNAs with opposite expression patterns seem to have important roles in synaptic transmission, plasticity and myelination. Important for navigation, miRNAs with decreased expression in older rats also appear to regulate locomotor behavior. Two miRNAs, miR-143 and miR-150, were up-regulated both in LII and in stellate neurons. The most significant up- and down-regulated miRNAs in LII (miR-143 and miR-219-5p, respectively) were validated by in situ hybridization. By analyzing for enriched ontology terms for their predicted, negatively correlated target genes, we found that miR-219-5p appears to regulate myelination, while miR-143 likely contributes to the specification of neuronal subtypes.

**Fig. 1:**
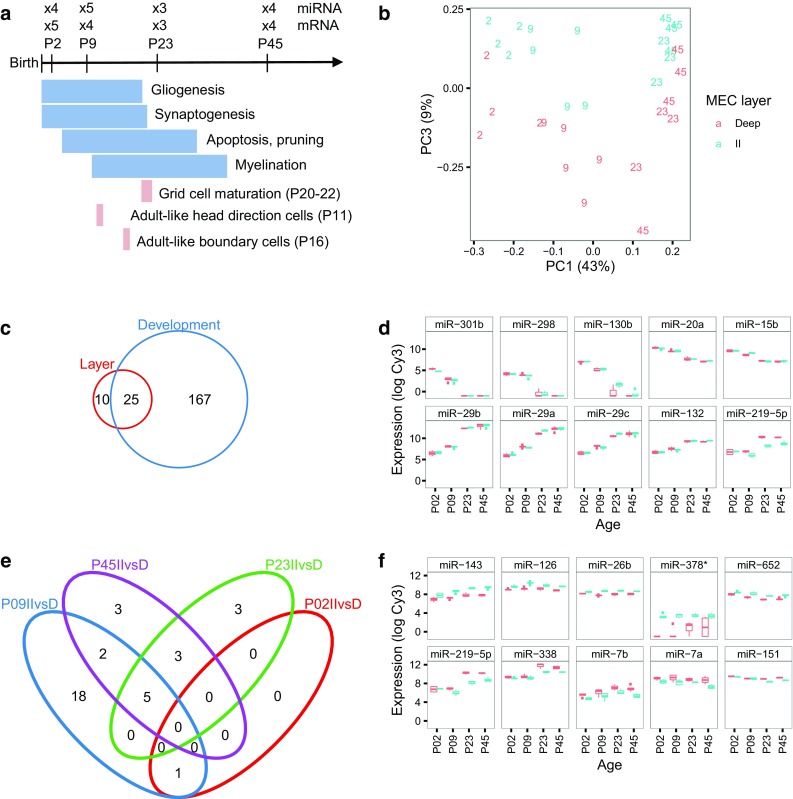
Analysis of miRNA expression in MEC. **a** Overview of the laminar gene expression experiment. Time points and number of biological replicates used for miRNA and mRNA expression analysis in relation to the timing of major maturation events (*blue*) and the known maturation time points of navigational cell types in MEC (*tan*). **b** Principal component analysis of the miRNA expression samples. The *x* and *y axes* show the first and third principle components (PC1 and PC3); the axes text specify the percentage of expression variation explained by the respective PCs. PC2 depicted a mixture between age and layers, whereas PC3 clearly reflected laminar differences. Each *character string* represents the age of the animal and an age-specific number identifying LII (*turquoise*) and LDeep (*red*) samples from the same animal. **c** *Venn diagram* showing the number of differentially expressed miRNAs between layers (*red*) and between ages (*blue*, P2/P9 vs. P23/P45, LFC = 0, BH < 0.05), and their overlap. **d** Expression of the five most significant down-regulated (*top*) and up-regulated (*bottom*) miRNAs between ages. **e** *Venn diagram* showing the number of miRNAs DE between layers at P2 (*red*), P9 (*blue*), P23 (*green*), and P45 (*purple*), and their overlap. **f** Expression patterns of the five most significant miRNAs up-regulated in LII (*top*) and up-regulated in LDeep (*bottom*) across development

## Methods

### Animals

Long Evans pups were used for the studies presented here. Breeding harems consisted of one male rat and up to three female rats. The harems were housed in an enriched environment with toys and access to food and water ad libitum. The rats were maintained on a 12 h reversed light/dark schedule. Cages were examined morning and evening, and the day pups were observed was considered P0. Litters were culled to approximately ten pups by P3. Pups were allowed to remain with the mother in the nest until weaning at P21. All procedures were approved by a local ethics committee according to Norwegian and EU regulations.

### Collection and dissection of laminar tissue samples

Rats aged P2, P9, P23, and P45 were anesthetized with isoflurane and decapitated. The brains were quickly harvested and kept in ice cold artificial spinal fluid. Horizontal 400 µm sections were cut on a Leica VT 1000 S microtome and put in RNA*later* ^®^ (AM7020, Ambion, Austin, TX, USA). The tissue sections were kept at 4 °C until dissection. Bilateral dissection of layer II and layers III-VI (LDeep) of MEC was performed, while watching the tissue through a dissection microscope (Zeiss Discovery V8 stereomicroscope) applying architectonic criteria (Boccara et al. 2015; O’Reilly et al. 2015; Paxinos and Watson 2007) to unstained tissue. In horizontal sections, MEC is easily recognized using transmitted and reflected white light by the marked shape of the cortex, the prominent white, opaque lamina dissecans and the radial organization of the layers deep to the latter. Layer II neurons are large spherical neurons, which differ markedly in level of opacity from those in layer III. The medial border between MEC and parasubiculum is characterized by the loss of the differences between layers II and III, while the border with the laterally adjacent postrhinal cortex is characterized by the loss of the large spherical neurons in layer II. All dissections avoided border regions, i.e., were taken centered in the identified MEC and specific layers. The dissected MEC tissue was transferred into fresh RNA*later* ^®^ and kept at −20 °C until RNA purification.

### RNA purification and quality control

Total RNA was purified using the RNAqueous^®^-Micro kit (AM1931, Ambion, Austin, TX, USA). The manufacturer’s instructions were followed, except that wash steps 2 and 3 were modified to include rolling of the tubes and incubation with the wash buffer for 1 min, and the ethanol added for precipitation was increased to 1.25× lysis buffer volume to include small RNAs. The RNA was eluted in 2 × 10 µl RNAqueous Elution Buffer. In the layer samples for miRNA microarray analysis, four of the tissue samples were extracted using the mirVana^™^ kit (Ambion, Austin, TX, USA). The RNA was eluted in 2 × 50 µl mirVana Elution Buffer. We used the Norgen Total RNA purification kit (Norgen Biotek, Canada) to purify RNA from whole medial entorhinal tissue.

RNA yield was determined using the NanoDrop 1000 spectrophotometer or the Qubit^®^ 2.0 Fluorometer (Life Technologies, Carlsbad, CA), and the quality was assessed with the Agilent BioAnalyzer 2100 Nano chip. Only samples with a RIN value of 8.5 or above were included for further analysis. Isolated RNA samples were stored at −80 °C until further use.

### Microarray analysis

The total RNA from the laminar samples were shipped on dry ice to IMGM^®^ Laboratories in Martinsried, Germany, for microarray analysis. 100 ng total RNA per sample were introduced into the labeling reaction. Prior to this, the total RNA samples were spiked with in vitro synthesized oligonucleotides (MicroRNA Spike-In Kit, Agilent Technologies), which serve as an internal labeling control for linearity, sensitivity and accuracy. Microarray analyses were done on Rat miRNA Microarrays, Release 15.0 (Agilent Technologies, AMADID 029200, 8 × 15 K format), according to the manufacturer’s instructions. The miRNA expression data has been submitted to the Gene Expression Omnibus (GEO) database with accession number GSE85753.

### Retrograde labeling of stellate cells

On P2, Long Evans rats were anesthetized with isoflurane in an induction chamber and then moved to a stereotaxic frame. Rats were placed in a neonatal mask (Kopf, model 973-B, Tujunga, CA, USA), head fixed using zygoma ear cups (Kopf, model 921, Tujunga, CA, USA), while isoflurane anesthesia was maintained for the duration of the surgery. Saline was administered subcutaneously during the course of the surgery (up to 50 μl/g body weight). Rats were also administered 5 μg/g body weight of rimadyl as an analgesic. The retrograde tracer dioctadecyloxacarbocyanine (DiO, cat# D275, Invitrogen, Molecular Probes, Eugene, OR, USA) dissolved in ethanol:dimethyl sulfoxide (9:1 EtOH:DMSO) at a concentration of 3 mg/mL was iontophoretically injected into the dentate gyrus through glass micropipettes (outer diameter of ~30 μm). We used a 5- to 7-μA alternating positive current (6 s on/6 s off for 15 min) delivered by a digital current source (Stoelting Europe, Dublin, Ireland). After recovery under a heat lamp, rat pups were returned to maternal care for 24–48 h.

At P4/5, the animal was decapitated while under deep isoflurane anesthesia. Retrogradely labeled and non-labeled MEC was dissected from both hemispheres, minced into smaller pieces in a bath of ice cold Hibernate A (no phenol red, Brain Bits) containing 0.5 mM Glutamine and B27 supplement (17504-044, Invitrogen, Carlsbad, CA, USA) to support neuronal viability. The pieces were aspirated into a tube containing Hibernate A at 4 °C using a wide bore pipette.

P4/5 was chosen to ensure easier dissociation in the absence of myelin, and also to allow shorter transportation times for the dye.

### Cell dissociation

The dissected entorhinal tissue was dissociated using a protocol adapted from Brewer (Brewer 1997). Briefly, the tube containing the pieces of entorhinal cortex in Hibernate A was kept at 30 °C for 5 min with occasional resuspension of the pieces. The Hibernate A was then aspirated and replaced by 1 ml of pre-warmed Hibernate A with 2 mg/ml papain (LS003119, 26.1 U/mg, 79% protein, Worthington Biochemical Corporation, Lakewood, NJ, USA). The tube was incubated at 30 °C for 30 min with resuspension of pieces every 5 min, after which the enzyme solution was replaced with 0.5 ml Hibernate A/B27 at 30 °C. DNase (D4527-10KU, Sigma–Aldrich Co. LLC, St. Louis, MO, USA) was added to the suspension solution (0.3 U/ml), followed by a 5 min incubation at room temperature before gentle trituration with a Pasteur pipette. The suspension was allowed to settle for 2 min before the supernatant was transferred to a fresh tube and the pellet resuspended in 0.5 ml Hibernate/B27. This trituration procedure was repeated twice more using Pasteur pipettes with consecutively smaller openings.

The resulting cell suspension was centrifuged on an Optiprep gradient (1114542, Axis-Shield PoC, Oslo, Norway) according to the manufacturer’s application sheet C29. The top two ml and the densest layer of debris were removed, before diluting the resulting suspension 1:2 with Hibernate A/B27.

### Fluorescence activated cell sorting (FACS)

The retrogradely labeled cells were separated from the non-labeled cells using a FACS Diva cell sorter (BD Biosciences). Cells were first gated based on forward and side scatter using Calcein Blue AM fluorescence (final concentration 2 μM, C1429, Invitrogen, Carlsbad, CA, USA) on a small portion of the cell suspension to determine the viable cell population. Propidium iodide (final concentration 1 μg/ml, Invitrogen, Carlsbad, CA, USA) was used to exclude apoptotic/dead cells, and fluorescence in the green channel was used to select retrogradely labeled DiO positive cells. 10,000–100,000 cells were sorted directly into RNAqueous^®^-Micro lysis buffer and stored at −80 °C before RNA purification. Cells from both hemispheres were pooled.

### Taqman qPCR array analysis

The total RNA purified from the FACS sorted samples was shipped on dry ice to IMGM^®^ Laboratories in Martinsried, Germany, for TaqMan array analysis. The TaqMan^®^MicroRNA Reverse Transcription Kit (Applied Biosystems) in combination with the Megaplex^™^ RT Primers, Rodent Pool Set v3.0 for TaqMan^®^MicroRNA Assays (Applied Biosystems) was used in a multiplex reverse transcription of miRNA into single stranded cDNA. In total, two (A + B) separate RT reactions were carried out for each sample with >1 ng of total RNA per reaction according to the manufacturer’s instructions. 2.5 µl of each cDNA (A + B) were amplified using the TaqMan^®^ PreAmp Master Mix together with the Megaplex^™^ PreAmp Primers, Rodent Pool Set v3.0 according to manufacturer’s instructions. The software ViiA7 Software v1.2 (Applied Biosystems) was used for instrument control and raw data control. For each well, cycle threshold (Ct) values, i.e., the cycle number where the amplification curve clearly exceeds the background, were calculated in the software ViiA7 Software v1.2 using the default analysis settings. The TaqMan miRNA array data has been submitted to the GEO database with accession number GSE85752.

### Deep sequencing

The Illumina TruSeq^®^ Stranded Total RNA HT with Ribo-Zero Gold was used for library preparation according to the manufacturer’s recommendations, and the resulting libraries were sequenced on the Illumina HiSeq 2500 (Illumina, San Diego, CA) using 2 × 100 bp paired end sequencing by the Genomics Core Facility at NTNU, Trondheim, Norway. The use of multiplex adapters allowed all samples to be run across all lanes. The RNA-seq data has been submitted to the GEO database with accession number GSE85789.

The sample for small RNA sequencing was prepared according to Illumina’s small RNA TruSeq protocol, and sequenced using 50 bp single read on one lane on the Illumina HiSeq 2000 at the Norwegian High Throughput Sequencing Centre at Oslo University Hospital, Oslo, Norway. The small RNA-seq data has been submitted to the GEO database with accession number GSE85788.

### In situ hybridization

We perfused two rats aged P23 intracardially with Ringers solution followed by 4% paraformaldehyde/PBS. The brains were extracted and postfixed for 24 h in 4% paraformaldehyde followed by cryoprotection in 0.5 M sucrose/PBS solution for 48 h (both at 4 °C). The brains were snap frozen in TissueTek OCT (Sakura, Japan) by immersion in an isopentane/dry ice slurry. 14 µm sagittal sections were cut by cryostat (Microm HM 560, Thermo Scientific) and mounted on SuperFrost^®^ Plus slides (Thermo Scientific). The sections were dried for 45 min, and kept at −20 °C until further use.

In situ hybridization was performed with locked nucleic acid probes from Exiqon (Vedbaek, Denmark). The slides were removed from the freezer and allowed to thaw and dry at room temperature for 15 min, before incubation with 1.25 or 1.5 μg/ml Proteinase K for 10 min at 37 °C. The rest of the procedure was according to Exiqon’s miRCURY LNA^™^ microRNA ISH Optimization Kit (FFPE) Instruction manual v2, except that we used 40 µl of probe solution and covered with RNAseAWAY-treated parafilm. A Dako Hybridizer (Dako, Denmark) was used for all incubations. Imaging of sections was performed with a Zeiss Axio Imager M2 microscope, with a 5× magnification objective.

### Data analysis

Statistical and other analyses were performed in R, unless otherwise stated. The miRNA microarray results were analyzed using the AgiMicroRna package (Lopez-Romero 2011) with the filterMicroRna function and quantile normalization of the total gene signal calculated by the Agilent Feature Extraction software. Limma with empirical Bayes correction was used to ascertain differential expression (v.3.18.13) (Smyth 2004).

We used the HTqPCR package (Dvinge and Bertone 2009) to analyze the TaqMan array data, with deltaCt normalization, and the filterCtData function to filter out “Undetermined” and “Unreliable” results. Differential expression was determined using the limmaCtData function.

For the Illumina small RNA sequencing data, raw reads were processed using CASAVA (v. 1.8.2 Illumina), and the quality of the reads assessed by FastQC (v0.11.2, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). We used Cutadapt v.1.0 (Martin 2011) to remove all reads below 15 nt and adapter sequences, as well as trimming low quality ends (Phred < 20). We also removed all reads with an average Phred quality score below 20 using FastQ Quality Filter (Fastx tool kit v.0.0.13, http://hannonlab.cshl.edu/fastx_toolkit/). The resulting reads were aligned to the Rn4 genome with Bowtie v.0.12.7 (Langmead et al. 2009), allowing up to ten alignments per read. The mapped reads were annotated and counted using HTSeqCount v.0.5.4p3 (Anders et al. 2015) with annotation data from miRBase v. 20.

For the Illumina paired end RNA sequencing analysis, raw reads were processed using bcl2fastq (v.1.8.4, Illumina). We removed adapter sequences, reads below 20 nt, and low quality bases at the ends using Trimmomatic (v.0.33) (Bolger et al. 2014). The sequences were aligned to the rat reference genome (Rn6) using STAR [v2.4.0, (Dobin et al. 2013)]. Annotation and gene counts were obtained using featureCounts of the Subread package (v1.4.6-p1) (Liao et al. 2014), using RefSeq gene annotations for Rn6 downloaded from UCSC on April 8, 2015. The counts were transformed with the Limma voom function (Law et al. 2014), and normalized by TMM (Robinson and Oshlack 2010) and quantile normalization (Bolstad et al. 2003). We used Limma with empirical Bayes to identify differentially expressed genes (v.3.26.9) (Ritchie et al. 2015; Smyth 2004).

Overlaps between differentially expressed genes and miRNAs in different contrasts were visualized with the Vennerable package (https://github.com/js229/Vennerable), and overlaps between miRNA expression technologies were visualized with the Venneuler package (http://www.rforge.net/venneuler/). We grouped DE miRNAs into co-expression modules based on Pearson correlation, and groups were identified using the Partitioning Algorithm and the Recursive Thresholding (PART) method in the CRAN package clusterGenomics (Nilsen et al. 2013).

We downloaded validated targets for miRNAs of interest from miRTarBase (Hsu et al. 2014). Predicted, conserved targets for the same miRNAs were obtained from TargetScan v.6.2 (Grimson et al. 2007). We downloaded the “Conserved_Site_Context_Scores.txt” file, and selected rat genes with a context + score below −0.1. The most important target predictions were later examined against TargetScan v.7. MirbaseTracker (Van Peer et al. 2014) allowed miRNA naming conversions between different versions of miRBase.

To identify negatively correlated potential and validated targets of the differentially expressed miRNAs, we set three requirements. First, the mRNA had to be listed as a predicted, conserved target in TargetScan or as a validated target in miRTarBase. Second, both the miRNA and the mRNA had to be differentially expressed between LII and LDeep, or between younger (P2/P9) and older (P23/P45) animals. Third, the expression pattern of the miRNA had to be significantly negatively correlated with that of its mRNA target (Spearman’s rho <−0.5).

#### Gene ontology analysis

GO, KEGG pathway, and REACTOME pathway enrichment analyses for *Rattus norvegicus* genes were performed using the Bioconductor package gProfileR (Reimand et al. 2007). Only genes displaying a log fold change (LFC) of more than 0.5 were included for the analysis. We also performed this analysis on predicted, conserved target genes of differentially expressed miRNAs that were expressed in the MEC. The *p* values for the enriched terms were adjusted with the FDR method, and only terms with an adjusted *p* value below 0.05 were included. We calculated the odds ratio for each enriched term using the Fisher’s exact test. After removing terms containing more than 2500 genes, the results were curated manually to remove redundant and/or uninformative terms.

#### miRNA cluster analysis

We downloaded genomic coordinates of the different miRNAs from miRBase, and defined a miRNA cluster as a minimum of two miRNAs, where each miRNA was located within 10 kb of the next miRNA member of the cluster.

## Results

### miRNA expression in MEC layers during postnatal development

To identify miRNAs that are important for postnatal development of the entorhinal cortex in general, and for laminar development within the MEC in particular, we performed miRNA microarray analysis on total RNA from LII and LDeep of rats at four different postnatal ages (P2, P9, P23, and P45; Fig. 1a, Supplementary Fig. 1). Because stellate cells are enriched in LII, we hypothesized that the results for LII would include findings relevant for this neuronal subtype.

Principal component analyses of the miRNA expression data showed that the main variation in the data separated the early (P2) and intermediate (P9) ages from the late (P23/P45) ages (Fig. 1b, component 1). To identify miRNAs that showed robust expression differences during development, we grouped the younger (P2/P9) and older (P23/P45) animals. After filtering and normalization (see methods), we found 192 miRNAs to be differentially expressed between ages (Fig. 1c; Supplementary Table 2; Benjamini-Hochberg (BH) adjusted *p* value < 0.05), of which 88 were down-regulated in older compared to younger animals (with higher expression at P2/P9 compared to P23/P45 rats), and 104 were up-regulated in older compared to younger animals (higher expression at P23/P45 than at P2/P9). The members of the miR-29 family showed the highest increase in expression level from younger to older animals (Fig. 1d; log fold-change (LFC) of up to 5.5 from P2/P9 to P23/P45).

Fewer miRNAs displayed differential expression between LII and LDeep, with only one miRNA being differentially expressed at P2, 26 differentially expressed at P9, 11 at P23, and 13 at P45 (35 unique miRNAs, Fig. 1c, e, f, Supplementary Table 2). This was also evident from the principal component analysis, where only nine percent of the variability in the data was explained by laminar differences (PC3) (Fig. 1b). When all ages were combined, 44 miRNAs were differentially expressed between layers (Supplementary Table 2). Of these 44, 27 miRNAs showed higher expression in LII than in LDeep, and 17 showed higher expression in LDeep than in LII. Most miRNAs that showed expression differences between layers also displayed differential expression levels between ages.

In summary, these results point to radical changes in miRNA expression during postnatal development of the MEC and identify several miRNAs that have different expression patterns in MEC LII compared with deep layers.

### Functional analysis of laminar genes and predicted targets of laminar miRNAs

As miRNA regulation primarily causes mRNA degradation (Guo et al. 2010), we expected negatively correlated expression patterns for many miRNAs and their target genes (Wang and Li 2009). 

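Total RNA from LII and from the deeper layers (LIII–VI, LDeep) of the MEC was sequenced after depletion of ribosomal RNA, at P2, P9, P23, and P45. Each layer had 5 replicates at P2, 4 at P9, 3 at P23, and 4 at P45, which gives 32 MEC samples. A replicate number was taken from the sample labels as 1 animal within an age, so that both layers came from the same 16 animals. The authors trimmed the reads with Trimmomatic, mapped them to the rat genome build Rn6 with STAR, and counted read pairs on the exons of RefSeq genes with featureCounts. The deposited values are these counts, without normalization. Between 4935879 and 10515907 read pairs per MEC sample were counted on genes (median 8042030.5), with a median of 7703875 in LII and 8377045.5 in LDeep. At P2 the counts ranged from 5274706 to 10515907 in LII (median 9512750) and from 4935879 to 8565221 in LDeep (median 7839342). The medians in LII and LDeep were 7513122.5 and 8712036 at P9, 7375043 and 9296381 at P23, and 7478110 and 8975131.5 at P45. At this depth, 1 count in an MEC sample stood for 0.0951 to 0.203 CPM (counts scaled to the library size). No pair of replicates held identical counts, and over the 100 pairs of replicates in the series the chi-square statistic per degree of freedom was at least 3.17 (median 12.7), so every sample was counted as 1 replicate.

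From the counts, library sizes were adjusted with edgeR's TMM method and 12341 genes passed its filter on low counts. An edgeR quasi-likelihood model with 1 mean for each of the 8 combinations of age and layer was fitted to the 32 MEC samples. LFC between layers is the log2 fold change of LII over LDeep, and LFC between ages is that of P2/P9 over P23/P45, each layer and age weighted equally. Adjusted p-values (BH) come from this test unless another is named, and a gene with an adjusted p below 0.05 was called differentially expressed. Expression values are log2 CPM with a prior count of 2, given as mean ± SD over animals. The paper used limma voom with quantile normalization, which was run here as an alternative setting. Where every sample of a group had a count of 0, edgeR gives no usable standard error, and none is printed.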

To identify potential target genes of our differentially expressed miRNAs, we used ribosome-depleted total RNA sequencing to measure mRNA expression at the same time points and layers as for the miRNA expression analysis (Fig. 2a, b, Supplementary Table 3). This analysis also detected preliminary miRNA molecules (pre-mirs), and the expression of these correlated well with the corresponding mature miRNAs measured by microarrays, corroborating the findings from our microarray analyses (Supplementary Analyses SA1, Supplementary Fig. 2).

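The annotation used for counting holds 456 pre-mir genes. Of these, 341 had at least 1 count in the 32 MEC samples and 258 had at least 10 counts over all samples together, while 100 passed the filter on low counts in the main fit. All pre-mir genes together took between 1980 and 4437 counts per sample (median 2732), so most pre-mirs were measured from few read pairs. For the miRNAs in the paper's sheets of differentially expressed mature miRNAs, the LFC on the microarray was compared with the LFC of the pre-mir with the same name, fitted without a filter on low counts. Between ages, 116 of 192 miRNAs were matched to a pre-mir with at least 10 counts. Pearson's r was 0.68 and Spearman's rho 0.6 across these miRNAs (permutation p 1e-05 for both, the smallest that 100000 resamples can give; BH adjusted p 1e-05), and 67 of the 116 had the same sign. Between layers, 27 of 44 miRNAs were matched. Here r was 0.78 and rho 0.81 (permutation p and BH adjusted p 1e-05), and 25 of 27 had the same sign. These are 2 relations across miRNAs, which are not independent replicates. From the positive correlations, the paper takes the sequencing as backing for its microarray results.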

**Fig. 2:**
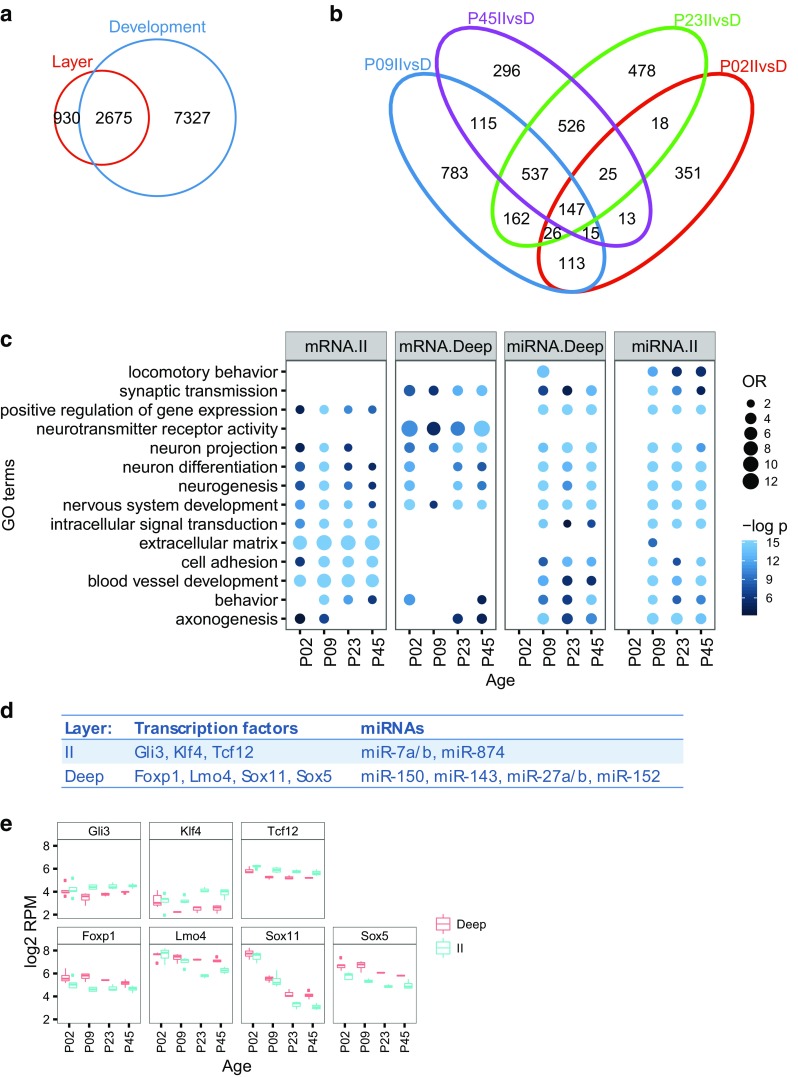
MEC mRNA expression and enrichment terms. **a** *Venn diagram* showing the number of differentially expressed mRNAs between layers (*red*) and between ages (*blue*, P2/P9 vs. P23/P45, LFC = 0, BH < 0.05), and their overlap. **b** *Venn diagram* showing the number of mRNAs differentially expressed between layers at P2 (*red*), P9 (*blue*), P23 (*green*), and P45 (*purple*), and their overlap. **c** Functional characterization of laminarly enriched mRNAs and targets of laminarly enriched miRNAs across development. We used gProfileR to search for enriched ontology terms for mRNAs up-regulated in LDeep (mRNA.Deep) and LII (mRNA.II), and for validated and predicted miRNA targets expressed in MEC for miRNAs up-regulated in LII (miRNA.II) and in LDeep (miRNA.Deep) for each age group. The color intensity reflects the statistical significance (negative log adjusted *p* value), and the size of the circles the odds ratio calculated by Fisher’s exact test. For illustration purposes, all OR and negative log *p* values above a maximum value of 12 and 15, respectively, were rounded down to these maximum values. **d** Transcription factors involved in neuron differentiation that are negatively correlated and predicted, conserved targets of miRNAs up-regulated in LII and up-regulated in LDeep. **e** Expression patterns of the transcription factors from d

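In the main fit, 9169 of 12341 genes were differentially expressed between P2/P9 and P23/P45, with 4627 higher at the younger and 4542 higher at the older ages. Between layers, 542 genes were differentially expressed at P2, 1547 at P9, 1610 at P23, and 1436 at P45. A total of 2972 genes differed between layers at 1 or more ages. Of these, 2154 also differed between ages and 818 did not, while 7015 genes differed between ages only. Across the single ages, 80 genes differed between layers at all 4 ages and 1515 at 1 age only, namely 322 at P2, 584 at P9, 369 at P23, and 240 at P45. With the ages combined, 4692 genes differed between layers, 3425 of which also differed between ages. The count at P2 moved most with the processing. It was 224 with limma voom and quantile normalization, 1156 when all 64 samples of the series entered 1 fit, and 1 when only the P2 samples were fitted. The number between ages stayed between 8837 and 9425 when each animal was left out in turn.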

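Of the 542 mRNAs differentially expressed between layers at P2, 319 were higher in LII and 223 in LDeep. The corresponding numbers were 973 and 574 at P9, 1010 and 600 at P23, and 957 and 479 at P45. With the replicate number as a block, that is, with both layers of an animal paired as the labels give them, the numbers were 886 at P2, 2041 at P9, 1920 at P23, and 1667 at P45, against 542, 1547, 1610, and 1436 without the block. The deviations of both layers of an animal from their group means had a mean correlation across genes of 0.132 (16 animals), against -0.0479 for layers of different animals of the same age (50 pairs).

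With the ages combined, the genes with the largest LFC toward LII and the same sign in all 16 animals were Zic4, on chromosome 8 of Rn6 from 98755104 to 98760737 on the plus strand, with 3 exons (LFC 3.69, SE 0.75, adjusted p 0.00029), and Krt8, on chromosome 7 of Rn6 from 143596511 to 143603745 on the minus strand, with 9 exons (LFC 3.68, SE 0.54, adjusted p 5.8e-06). Zic4 had 2422 counts in LII P2 replicate 1 and at most 64 in every other MEC sample. Without P2 replicate 1 its LFC was 3.15 and that of Krt8 3.91, so these 2 genes could not be ranked. At single ages in the main fit, Zic4 passed the threshold at P2 but not at P9, P23, or P45 (adjusted p 0.2, 0.25, and 0.29). Zic1 (LFC 3.05), Calml4 (2.73), and Tgfbi (2.57) followed. Marker genes of meningeal fibroblasts were also higher in LII (mean LFC 2.68, 15 of 16 markers). Whether the genes named toward LII, here and at single ages, reflect RNA from the meninges was not tested. Toward LDeep, the largest LFC in the main fit was that of Slc15a5, on chromosome 4 of Rn6 from 171970620 to 172063391 on the minus strand, with 9 exons (LFC -4.31, SE 0.4, adjusted p 3.7e-09), followed by Bhmt (LFC -4.29), Prokr1 (-3.91), Myh3 (-3.35), and Nxph3 (-3.32). Slc15a5 and Bhmt could not be ranked either, given the standard errors. Leaving out P45 replicate 4 moved the LFC of Slc15a5 to -5.28.

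At single ages, the genes chosen in the same way were P2rx6 (LFC 5.82, SE 1.19, adjusted p 0.0084), Zic4 (LFC 5.72), Nts (-3.57), and Slc15a5 (-3.15) at P2. At P9 they were Apol9a (LFC 4.72, SE 1.3, adjusted p 0.018), Ccl24 (LFC 4.66), Slc15a5 (-5.98), and Drd5 (-5.29). Mpzl2 (LFC 9.44), Upk1b (8.73), Rgs18 (-5.65), and Bhmt (-5.41) were chosen at P23. Those at P45 were Upk1b (LFC 6.97), Dusp27 (6.28), Rprm (-4.54), and Bhmt (-4.53). For Mpzl2 and Upk1b at P23 and for Dusp27 at P45, all counts in a group of the contrast were 0, so their LFC is uncertain. Without P2 replicate 1, the LFC of P2rx6 at P2 was 2.18 in place of 5.82, and that of Zic4 was 3.57 in place of 5.72. The LFC of Nts at P2 was -2.5 without P2 replicate 5 and was then no longer past the threshold. With each animal left out in turn, the LFC at P9 ranged from 4.16 to 6.18 for Apol9a and from 4.18 to 7.59 for Ccl24. Of 16 such fits, the result was weaker in 4 for Apol9a, 3 for Ccl24, 2 for Mpzl2 at P23, and 2 for Nts.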

We used the gProfileR tool to identify common functions of the mRNAs differentially expressed between layers at each postnatal age tested (Fig. 2c). The same was done for predicted and validated targets of miRNAs differentially expressed at the different time points, except for P2. The only miRNA differentially expressed at P2 had neither predicted, nor validated targets in the databases we used for the analyses (see “Methods”).

Because morphology, connectivity, and physiological properties differ between the MEC layers, and because these properties develop in the time period tested, we expected to find GO terms and pathways involved in neural cell development, axon guidance, and ion channels. Indeed, mRNAs differentially expressed between layers were enriched in GO terms related to neuron projection and differentiation, irrespective of whether the mRNAs were up in LII or in LDeep. The mRNAs up-regulated in LII were particularly enriched in extracellular matrix proteins, cell adhesion, and angiogenesis, whereas genes up-regulated in LDeep were enriched in terms linked to neuron projection and synaptic activity. 

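No annotation of GO terms was among the files analysed here, so 4 gene families defined by gene symbol stood in for these terms, each tested in both directions (8 tests). Genes with an adjusted p below 0.05 and an absolute LFC above 0.5 between layers, ages combined, numbered 1662 toward LII and 441 toward LDeep among 12341 tested. Of 33 collagen and laminin genes tested, 22 were higher in LII (odds ratio 13, Fisher's exact test, BH adjusted p 2.2e-11) and 2 in LDeep (odds ratio 1.74, exact test, adjusted p 0.53). For integrin, cadherin, and claudin genes, 16 of 46 were higher in LII (odds ratio 3.45, adjusted p 4e-04 in the exact test) and 1 in LDeep. Among 18 genes of a family made up mainly of VEGF and angiopoietin ligands and receptors, 10 were higher in LII (odds ratio 8.07, adjusted p 8e-05 in the exact test) and 0 in LDeep. These 10 include Acvrl1, Eng, and Pdgfrb, which are receptor genes for other ligands. Neurotransmitter receptor genes were distributed the other way. Of 76 tested, 17 were higher in LDeep (odds ratio 8.04, exact test, adjusted p 4e-09), and 10 were higher in LII, which is 13.2% against 13.5% of all genes. For the families higher in LII, RNA from the meninges is a candidate explanation, as meningeal fibroblast markers were also higher there (mean LFC 2.68). How much of the layer difference comes from it was not determined. Requiring at least 10 counts in every sample moved the odds ratio of the collagen and laminin genes most, to 35.4, and without the minimum on LFC that of the neurotransmitter receptor genes in LDeep was 2.48. From GO terms, the paper reports enrichment for extracellular matrix, cell adhesion, and angiogenesis among mRNAs up-regulated in LII, and for neuron projection and synaptic activity among those up-regulated in LDeep. It also reports terms of neuron projection and differentiation as enriched in both directions.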

Many of the terms enriched for differentially expressed genes, such as the neuron development, angiogenesis, and adhesion terms, were also enriched for predicted or validated targets of laminar miRNAs. Strikingly, the targets for both up- and down-regulated miRNAs had many significant terms in common. This could reflect fine-tuning of gene expression between layers by miRNAs, which in turn could contribute to the laminar specialization.

We asked if the differentially expressed mRNAs included in the “neuron differentiation” category included miRNA-regulated transcription factors that potentially drive the differentiation or maintenance of the laminar neuronal subtypes. We used versions 6 and 7 of TargetScan to determine the context scores—a measure of a miRNA’s affinity to its predicted target site—of the differentially expressed mRNAs in the “neuron differentiation” category (179 mRNAs up-regulated in LII and 134 up-regulated in LDeep). We found that 116 differentially expressed mRNAs were also predicted targets of differentially expressed miRNAs. 11 of these mRNAs were transcription factors displaying negatively correlated expression patterns to the miRNAs predicted to target them, and seven of these eleven transcription factors contained highly conserved target sites with context scores below −0.1 (Fig. 2d, e). 

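The 7 transcription factors were Gli3, Klf4, and Tcf12, listed by the paper for LII, and Foxp1, Lmo4, Sox11, and Sox5, listed for LDeep. Klf4 lies on chromosome 5 of Rn6 from 72283311 to 72287669 on the minus strand, with 5 exons, and had the largest LFC toward LII of the 7 (LFC 1.19, SE 0.17, adjusted p 2.9e-06; higher in LII in 14 of 16 animals). Its expression was 4.23 ± 0.21 (SD, n = 3) in LII and 2.41 ± 0.3 (SD, n = 3) in LDeep at P23, while at P2 the means were 3.14 ± 0.67 and 3.13 ± 0.71 and could not be told apart. Tcf12, on chromosome 8 of Rn6 from 78345754 to 78655856 on the minus strand, with 21 exons, was higher in LII in all 16 animals (LFC 0.48, SE 0.07, adjusted p 2.3e-06). Foxp1, on chromosome 4 of Rn6 from 131366885 to 131598304 on the minus strand, with 16 exons, was lower in LII in 14 of 16 animals (LFC -0.71, SE 0.13, adjusted p 7.8e-05). Sox11, on chromosome 6 of Rn6 from 46629971 to 46631988 on the minus strand, with 1 exon, differed less between layers (LFC -0.5, SE 0.14, adjusted p 0.0058) than between ages (LFC 2.81, SE 0.15, adjusted p 4.3e-16), from 7.75 ± 0.43 (SD, n = 5) at P2 to 4.08 ± 0.32 (SD, n = 4) at P45 in LDeep. Gli3 (LFC 0.69), Lmo4 (-0.69), and Sox5 (-1.11) were also differentially expressed between layers. Among the alternatives, limma voom with quantile normalization moved Klf4 most, to an LFC of 0.96. The miRNA values and context scores that the paper combined with these mRNAs are not in the files analysed here. With the opposite expression of mRNA and miRNA and the conserved sites, the paper arrives at these transcription factors as predicted targets of laminar miRNAs.

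**Figure D1:**
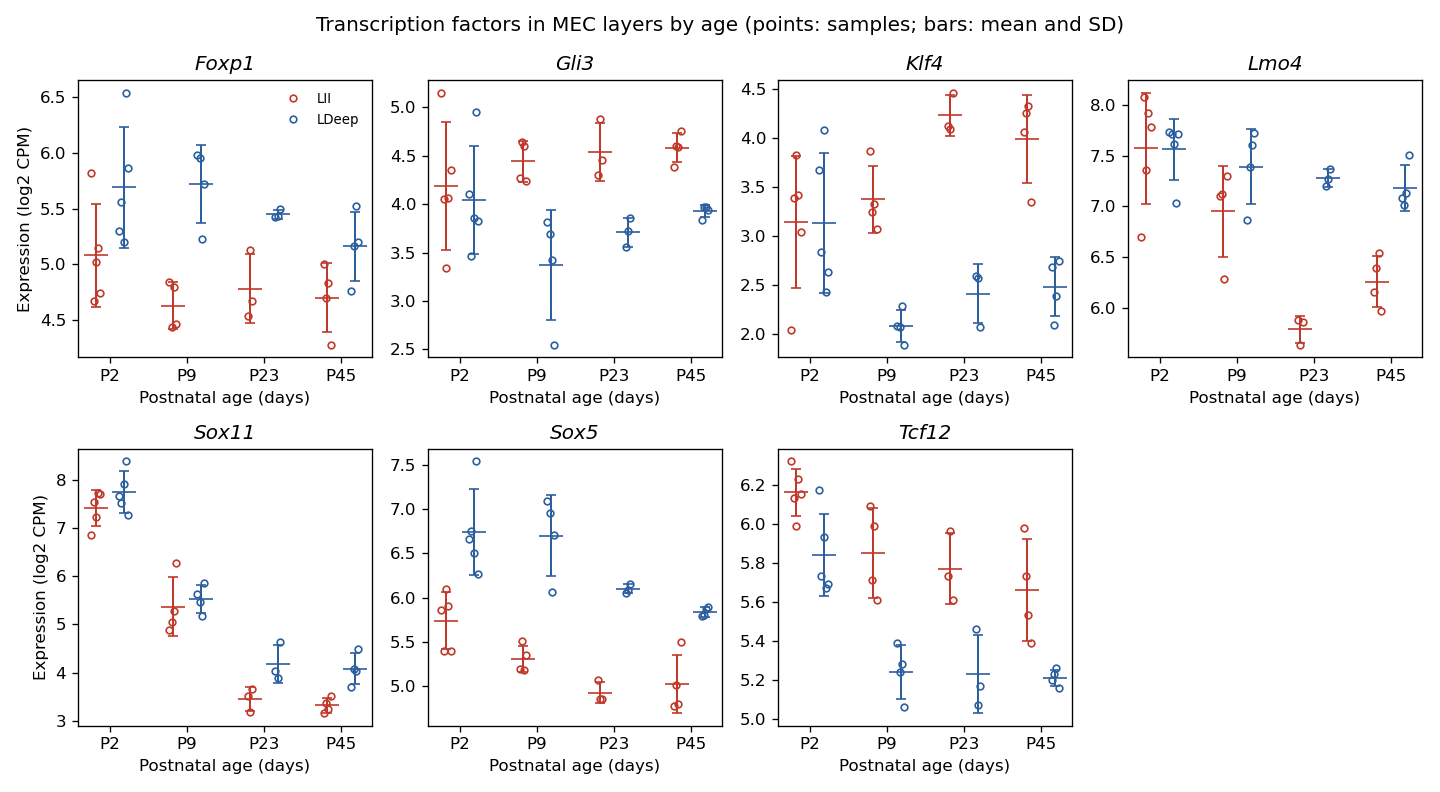
Expression (log2 CPM, vertical axis, with its own range in each panel) of the transcription factors in LII (red) and LDeep (blue) of the MEC at each postnatal age (horizontal axis). Open circles are samples, and horizontal bars with error bars are the mean and SD over 3 to 5 animals; all 16 LII samples of Sox5 lie below the LDeep sample of the same animal, whereas the layers overlap for Klf4 and Lmo4 at P2.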

Some of these differentially expressed mRNAs, i.e., Sox5, Gli3, and Lmo4, are known to be drivers of laminar subtype specification in other brain areas (Ohtaka-Maruyama and Okado 2015; Woodworth et al. 2012), making these mRNAs and the miRNAs that regulate their expression prime candidates for transcriptional drivers of the laminar differences in neuron properties seen in the MEC.

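Sox5 lies on chromosome 4 of Rn6 from 178066781 to 178441547 on the minus strand, with 15 exons. Its expression was lower in LII than in LDeep in all 16 animals (LFC -1.11, SE 0.11, adjusted p 1.7e-08), with 5.74 ± 0.32 (SD, n = 5) against 6.74 ± 0.48 (SD, n = 5) at P2 and 5.03 ± 0.33 (SD, n = 4) against 5.84 ± 0.06 (SD, n = 4) at P45. Gli3, on chromosome 17 of Rn6 from 52294942 to 52569036 on the minus strand, with 16 exons, was higher in LII in 14 of 16 animals (LFC 0.69, SE 0.15, adjusted p 0.00056). At P9 it reached 4.44 ± 0.21 (SD, n = 4) in LII and 3.37 ± 0.57 (SD, n = 4) in LDeep. Lmo4, on chromosome 2 of Rn6 from 250218635 to 250235435 on the minus strand, with 5 exons, was lower in LII in 12 of 16 animals (LFC -0.69, SE 0.12, adjusted p 3.1e-05). The layers of Lmo4 overlapped at P2, at 7.57 ± 0.55 (SD, n = 5) and 7.56 ± 0.3 (SD, n = 5), and lay apart at P23, at 5.79 ± 0.13 (SD, n = 3) and 7.28 ± 0.09 (SD, n = 3). Of the 3 genes, Gli3 was moved most by an alternative, to an LFC of 0.78 without P2 replicate 4. Together with the role of these genes in other brain areas, the paper reasons from such laminar differences that they, and the miRNAs that target them, are candidates for driving laminar differences in the MEC.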

### miRNA co-expression modules

There is increasing evidence that co-expressed miRNAs regulate functionally related genes (Bryan et al. 2014; Chavali et al. 2013; Gennarino et al. 2012; Guo et al. 2016; Wang et al. 2011). As our analyses of the miRNA expression data indicated multiple patterns of expression changes between MEC layers and postnatal ages (Fig. 1c–f), we clustered all miRNAs that were significantly differentially expressed (BH < 0.05) between ages or between layers. This approach identified eight robust co-expression modules that were representative of the 245 differentially expressed miRNAs (Fig. 3a, b, Supplementary Table 4). Consistent with previous observations (Baskerville and Bartel 2005) and with these modules representing co-regulated miRNAs, miRNAs encoded close in the genome tended to belong to the same co-expression module (Supplementary Analyses SA2, Supplementary Fig. 3 a–c).

**Fig. 3:**
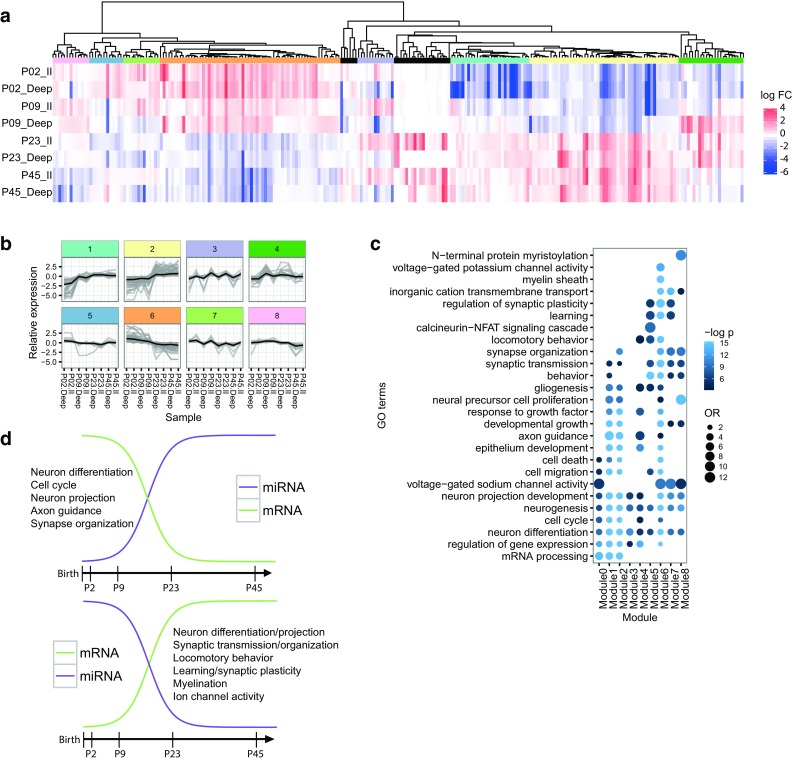
MicroRNA co-expression modules. **a** Differentially expressed miRNAs clustered according to Pearson correlation in a cluster dendrogram. The tree was cut using the recursive partitioning algorithm (Nilsen et al. 2013), yielding eight co-expression modules, each represented with its own color. Outliers are shown in *black*. **b** Relative expression of the miRNAs in the eight co-expression modules across the samples (*gray*) and the representative expression pattern of each module (*black*). Modules are *color* coded as in** a**.** c** Functional analysis of negatively correlated validated and conserved predicted target genes of the miRNAs in each co-expression module. The color intensity reflects the statistical significance (negative log adjusted *p* value), and the *size of the circles* the odds ratio calculated by Fisher’s exact test. For illustration purposes, all OR and negative log *p* values above a maximum value of 12 and 15, respectively, were rounded down to these maximum values. **d** Overview of the main gene ontology enrichment findings for temporally differentially expressed miRNAs. These findings are based on the negatively correlated, predicted targets of miRNAs with increasing (*left*) or decreasing (*right*) expression from the two early (P2/P9) to the two late time points (P23/P45)

The predominant patterns (modules 2 and 6) displayed opposing trends across development. Module 2 miRNAs displayed a sharp increase and module 6 a sharp decrease between P9 and P23. Laminar differences in miRNA expression were particularly seen for modules 3 and 7, which also had opposing trends between young and old animals. P9 had the highest number of miRNAs with laminar differences, and two modules were enriched in miRNAs that showed differential expression primarily at this age (modules 1 and 4). The miRNAs in module 5 were down-regulated in LII at P23 and P45, which makes it likely that the genes they regulate are up-regulated in LII at these time points.

### Correlating gene expression with miRNA expression

As most miRNAs either destabilize or repress their targets, we expected a majority of miRNAs and mRNA targets to display negatively correlated expression profiles. Indeed, when comparing the correlation distribution of conserved predicted targets to the control distribution of all predicted targets (including non-conserved), we found a skew towards negatively correlated miRNA-target pairs (Supplementary Fig. 4a). This skew was even more enhanced if we used more stringent criteria, such as increasing the TargetScan threshold, only including the 25% most highly expressed miRNAs, or requiring that an increasing percentage of the predicted miRNA target sites in a given gene were of miRNAs from the same module (Supplementary Fig. 4b–e). Combining all three filters gave a strong shift towards negative correlations compared to all conserved predicted targets (*p* = 6e-24, Mann–Whitney *U* test; Supplementary Fig. 4f). Although some miRNAs are known to increase the translation of their targets (Fabian et al. 2010), we chose to focus on these negatively correlated, conserved miRNA-gene pairs that are more likely to be real miRNA targets.

For the miRNAs in each of the co-expression modules, we identified validated targets from mirTarBase and predicted, conserved targets from TargetScan whose mRNA expression pattern was negatively correlated with that of the miRNA targeting it. The proportion of validated or predicted targets that were negatively correlated to the genes in each module varied from 7 to 50% for the different modules (Supplementary Table 4). Although we cannot exclude that this variation is an artifact of the analyses, we note that the miRNA module with the highest percentage of negatively correlated target genes had a clear developmental expression pattern, consistent with the importance of miRNA regulation of developmental genes (Ambros 2011; Davis et al. 2015).

### Functional analysis of the negatively correlated targets of miRNA co-expression modules

Based on the assumption that co-regulated miRNAs will target functionally related genes, we hypothesized that there would be a tendency for the target genes of each co-expression module to be enriched in GO terms that differ from those of the other modules. The functional enrichment analysis for the negatively correlated targets in each module (Fig. 3c) showed several general terms, especially those pertaining to general nervous system development, which were enriched across the modules. Modules 1 and 2 shared many enriched terms, which probably reflected their similarities in expression pattern. Most of their terms are linked to events that occur early in nervous system development, such as axon guidance and cell cycle and migration, indicating that the genes regulated by these miRNAs are down-regulated later in development.

Modules 5–8 also shared similarities in both expression patterns and enriched terms, including synaptic transmission, plasticity and locomotory behavior terms. Module 6 miRNAs may also be involved in regulating myelination; indeed, the expression patterns of module 6 miRNAs correspond with the onset of myelination from P10. The pattern of module 6 also corresponds with the maturation of grid cell properties from eye opening until P22 in the MEC. Modules 6–8 are enriched in ion transmembrane transport terms, implying that miRNAs could contribute to the maturation of physiological properties around the third postnatal week. Module 7, which has a clear laminar profile of miRNAs up-regulated in LII, may contribute to the differences in neuronal populations in the MEC layers. 

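Scn1a, on chromosome 3 of Rn6 from 52388812 to 52510507 on the minus strand, with 27 exons, went from 6.03 ± 0.12 at P2 to 7.54 ± 0.21 at P45 in LII (LFC -1.29, SE 0.08, adjusted p 9.6e-15 between ages), with an LFC between layers of 0.12 (adjusted p 0.23). Scn2a, on chromosome 3 of Rn6 from 51687910 to 51822008 on the plus strand, with 28 exons, changed less between ages (LFC -0.56, SE 0.08, adjusted p 2.2e-07) and was not past the threshold between layers (LFC -0.19, adjusted p 0.058). For Scn8a, on chromosome 7 of Rn6 from 142575629 to 142683667 on the plus strand, with 26 exons, the LFC was -1.14 between ages (adjusted p 3.4e-09) and -0.07 between layers (adjusted p 0.68). Scn4b, on chromosome 8 of Rn6 from 49441106 to 49456279 on the plus strand, with 5 exons, had the largest change between ages (LFC -3.75, SE 0.38, adjusted p 5.8e-10). It was also differentially expressed between layers (LFC 1.78, SE 0.39, adjusted p 0.00056), higher in LII in all 16 animals. Its values at P2 varied widely, 2.13 ± 1.57 (SD, n = 5) in LII and -0.94 ± 2.07 (SD, n = 5) in LDeep, and at P45 they were 6.14 ± 0.05 and 5.27 ± 0.21. The alternative that moved these genes most was the fit without P2 replicate 1, where the LFC of Scn4b was -5.09 between ages and 2.81 between layers. From the increase across development, the paper reasons that the relation of module 7 to these ion channels follows age more than layer.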

Predicted target genes include Hcn1, Scn1a/2a/8a, and Scn4b, but the negative correlation of miRNAs in module 7 with these ion channels seem to be more linked to developmental than laminar differences, as their expression increases across development. Hcn1 is important for grid cell function (Giocomo et al. 2011), and is likely targeted by miR-16 in module 7. In comparison, module 3 shared laminar profile with module 7 but had opposite expression across development. The two modules shared terms related to development and differentiation, but terms related to neuronal function such as sodium channel activity and synaptic transmission, were exclusive to module 7.

Finally, module 4 consisted of miRNAs that mainly were up-regulated in LDeep at P9. Although this module shared functions with other modules (primarily modules 1, 2, and 6), the strong laminar difference at P9 could indicate that the miRNAs in this module may contribute to initiate laminar differences in these functions, such as locomotory behavior, around this age.

In summary, the two predominant patterns (modules 2 and 6), shared functions such as growth, development, and cell migration, but also had distinct terms (Fig. 3d). MicroRNAs up-regulated at P23 and P45 (module 2) were enriched for mRNA processing and had markedly lower *p* values for cell cycle and axon guidance functions. In contrast, miRNAs down-regulated at P23 and P45 (module 6) were enriched for terms related to myelination, ion channel activity, synaptic plasticity, and locomotory behavior. Several of these terms were shared with modules that had similar but less pronounced expression differences between early and late ages (modules 5, 7, and 8). Our results implicate miRNAs in the development of the MEC’s navigational functions, as well as the specialized functions of neuronal subpopulations in the different layers.

### miRNA expression in retrogradely labeled stellate cells

Although the stellate cells are the dominant cell type in MEC LII, it is possible that miRNAs could be up-regulated in LII without having stellate-specific expression. To identify miRNAs that are differentially expressed in stellate cells vs. the surrounding neurons and non-neuronal tissue, we retrogradely labeled stellate cells through injection of the fluorescent dye DiO into the dentate gyrus, which is a main site of stellate cells’ axonal projections (Tamamaki and Nojyo 1993) (Fig. 4a). The labeled cells were separated by FACS from the remaining tissue after tissue dissociation of dissected entorhinal cortex from pups aged P4/P5 (Fig. 4b, c, Supplementary Fig. 5). The young age of the pups allowed for fast diffusion of the dye and easy cell dissociation of young, unmyelinated neurons (Brewer and Torricelli 2007).

**Fig. 4:**
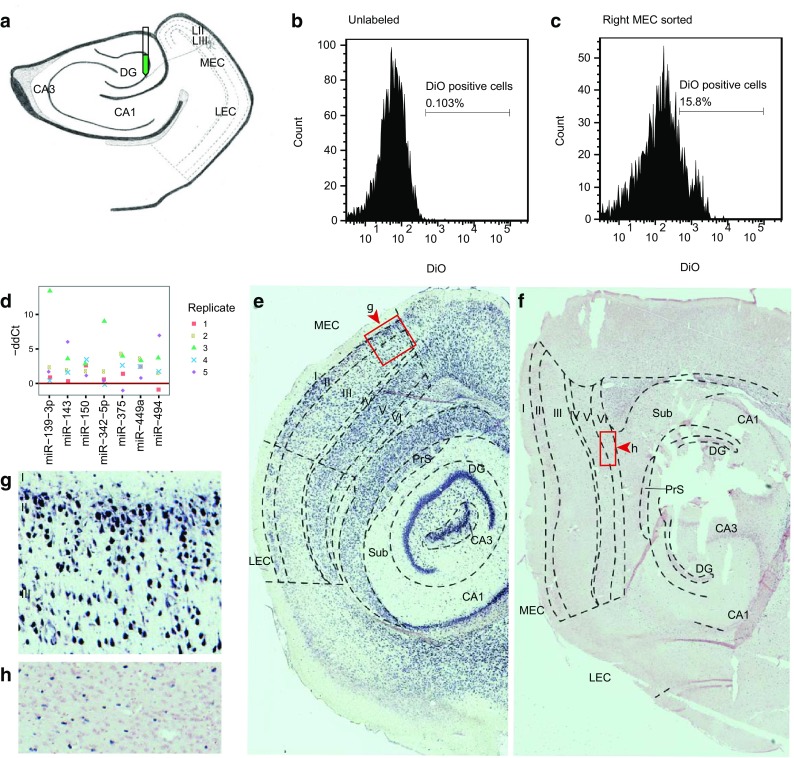
Differentially expressed miRNAs between FACS sorted retrogradely labeled stellate cells and non-labeled MEC cells, and validation of differentially expressed miRNAs by in situ hybridization. **a** Illustration of the retrograde labeling of the stellate neurons. DiO was injected by iontophoresis into the dentate gyrus, where the stellate neurons project. **b** DiO baseline fluorescence level in live dissociated, unlabeled MEC. This control was used to determine the fluorescence level threshold for the sort. **c** A fluorescence plot of a representative sample of live DiO labeled, dissociated MEC cells. The threshold for the fluorescence level used for the sort is shown. **d** miRNAs differentially expressed between stellate neurons and the rest of MEC. The five biological replicates are color coded and represented with different symbols.** e**–**h** miRNA *in situ* hybridization on sagittal brain slices from a P23 rat using LNA-probes for miR-143 (**e, g**) and miR-219-5p (**f, h**). Zoomed in areas (**g, h**) correspond to the labeled *boxed areas* in **e** and **f**, with *arrowheads* pointing to the *top* in **g** and **h**. The probe stain is *purple*, and the counter *stain red*

After miRNA expression analysis of each cell population by TaqMan miRNA qPCR array, seven miRNAs were found to be up-regulated in the labeled cells, while zero miRNAs were down-regulated (Fig. 4d, see “Methods”). When comparing these findings to those of the laminar sample study, we saw that one of the up-regulated miRNAs, miR-143, was also up-regulated in LII. Another miRNA, miR-150, was significantly up-regulated in LII at P09, and showed the same trend at P23 and P45, although up-regulation did not reach significance at these ages. Two of the other miRNAs, miR-375 and miR-494, also showed the same pattern of up-regulation in LII without reaching statistical significance in the layered samples. In general, we observed good correlation between the different technologies used (Spearman’s rank correlation 0.61–0.70, *p* < 3.5e-14; Supplementary Analyses SA3, Supplementary Fig. 6). Taken together, these results confirm that several of the miRNAs up-regulated in LII also are up-regulated in stellate cells and identify miR-143 as the prime candidate for a stellate-enriched miRNA.

### In situ hybridization of miRNAs

Although stellate cells were profiled at an early postnatal time point (P4/5), the results from the laminar samples showed that the expression of miR-143 increased further in LII across development. Due to this increased expression during postnatal development, it is possible that the importance of gene regulation by miR-143 increases with age. Grid cells, which are presumed to be stellate cells, reach maturation around the third postnatal week in rats, making the P23 developmental time point relevant for validation of miR-143 up-regulation. We hypothesized that if miR-143 was important for regulating stellate-specific gene expression, we would observe miR-143 expression in stellate cells of MEC. We therefore performed in situ hybridization using sagittal slices from brains of P23 rats.

The miR-143 signal was indeed strong in LII, with the signal in stellate neurons being very dense but not exclusive to this neuronal subtype (Fig. 4e, g). We noticed additional staining in smaller cells in LII, likely representing pyramidal principle cells and interneurons, as well as pyramidal cells in LIII and LV. miR-143 is known to be involved in differentiation and proliferation of vascular smooth muscle cells (Rangrez et al. 2011), and modulates the angiogenic and vessel stabilization properties of endothelial cells (Climent et al. 2015). Although we did see some staining in vessels, this signal was not universal across all vascular cells. Consequently, the vascular role of miR-143 appears to be less important in rat MEC, where it instead appears to have roles in stellate and pyramidal cell function. Interestingly, the density of miR-143 seemed to be higher in MEC than in the lateral part of the EC (LEC), and the signal was more homogeneous across layers in LEC. The medial and lateral entorhinal cortices are known to differ in electrophysiology, connectivity, and function, and with differing patterns in the two regions, miR-143 could be involved in regulating these properties.

We also examined miR-219-5p, which was the most significantly up-regulated miRNA of the deeper layers compared to LII, and which was not detected in the FACS-sorted stellate cells. At P2/P9, miR-219-5p had similarly low expression in LII and LDeep compared to the later time points, but its expression increased between P9 and P23, reaching a maximum level at P23/P45 when it also had a distinct laminar profile (Fig. 1f). Examination of this miRNA allowed us to further characterize the cell-specific localization of its expression and thus its role in MEC lamination. Consistent with the microarray data, there was hardly any miR-219-5p signal in LII, a weak signal in LIII, and a much stronger signal in LV and VI (Fig. 4f). The miRNA was expressed in ependymal cells, oligodendrocytes and glia in the tissue, which corroborates the findings of others, who have detected expression of this miRNA in glia and found it to be involved in oligodendrocyte differentiation (Zhao et al. 2010).

### Functional analysis of predicted targets of miRNAs differentially expressed in stellate cells indicates that the miRNAs are involved in stellate cell specialization

The stellate cells were extracted from pups aged P4/P5, when there is marked synaptogenesis and neuron differentiation (Semple et al. 2013). Indeed, for the predicted or validated targets of the miRNAs up-regulated in labeled stellate cells, most of the significant terms were related to formation and differentiation of neurons (Fig. 5a). Enriched terms also included cell projection organization, behavior, and terms related to synaptic activity, whereas enriched pathways included PI3K-Akt, MAPK, and NGF signaling (Fig. 5b, c).

**Fig. 5:**
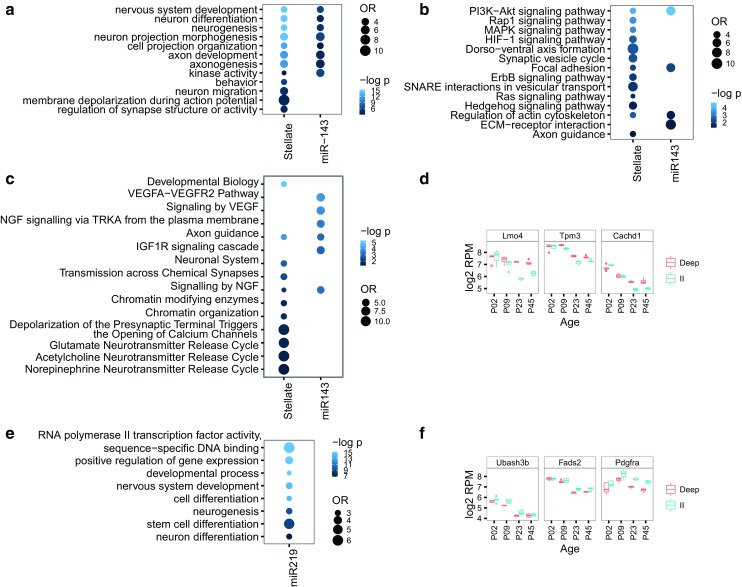
Analyses of predicted, conserved mRNA targets expressed in the MEC of miR-143 (**a–d**) and miR-219 (**e, f**). **a** Gene ontology, **b** KEGG pathway, and **c** REACTOME pathway enrichment analyses for validated and predicted, conserved targets of miRNAs up-regulated in stellate cells in general and miR-143 in particular. **e** Gene ontology enrichment analysis for validated and predicted, conserved targets of miR-219-5p. The color intensity reflects the statistical significance (negative log adjusted *p* value), and the *size of the circles* the odds ratio calculated by Fisher’s exact test. For illustration purposes, all OR and negative log *p* values above a maximum value of 12 and 15, respectively, were rounded down to these maximum values. Expression patterns of mRNAs that are the most likely miR-143 (**d**) and miR-219-5p (**f**) targets (rho < −0.5 and the best TargetScan 6.0 or 7.0 context score). Laminar samples are colored (LDeep *red*, LII *turquoise*)

Because miR-143 was up-regulated both in stellate cells and in LII in general, we also specifically considered the enriched terms and pathways of its predicted or validated targets (Fig. 5a–c). As this miRNA also was included in the analysis of all the up-regulated stellate miRNAs, many of the same terms were enriched. However, what differed from the larger analysis was IGF1R activity and assembly of collagens. The IGF signaling pathway has a role in dendrite formation and synaptogenesis (Popken et al. 2005). Although the most characterized role for miR-143 is in vascularization, this miRNA could, by regulating IGF signaling, also have a special role in neurons.

### Correlating gene expression with miR-143 expression

To further delineate targets relevant for miR-143 in MEC LII and stellate cells, we combined the expression profile of miR-143 with those of its predicted, conserved targets. We required predicted targets to have negatively correlated expression patterns, a minimum expression level (median normalized log_2_ expression ≥ 5), and be significantly differentially expressed both between ages and between layers. Twelve genes satisfied these requirements (Supplementary Table 5). 

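Among the genes that Supplementary Table 5 marks as meeting all of these requirements, 11 are reported here: Lmo4, Tpm3, Cachd1, Rnf152, Slc35f1, Msl1, Clasp2, Sox5, Thra, Mex3b, and Ppp2r3a. All 11 were lower in LII than in LDeep with the ages combined, and all 11 were differentially expressed. The LFC between layers ran from -0.16 for Msl1 (adjusted p 0.0021) to -1.11 for Sox5 (adjusted p 1.7e-08). Msl1, Sox5, Thra, and Mex3b were lower in LII in all 16 animals. Between ages, all 11 were higher at P2/P9, with an LFC from 0.27 for Msl1 (adjusted p 7e-07) to 1.68 for Mex3b (adjusted p 1.2e-15). Mex3b, Ppp2r3a (1.51), Rnf152 (1.29), and Thra (1.15) changed most between ages. With limma voom and quantile normalization, the LFC of Thra between layers was -0.3 in place of -0.43. The correlations with miR-143 and the target predictions could not be recomputed, since the microarray values are not in the files analysed here.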

The most likely targets of miR-143 in the MEC, according to these criteria, were the Lmo4, Tpm3, and Cachd1 genes (Fig. 5d). 

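Lmo4 encodes LIM domain only 4 and lies on chromosome 2 of Rn6 from 250218635 to 250235435 on the minus strand, with 5 exons. In LII its expression fell from 7.57 ± 0.55 (SD, n = 5) at P2 to 6.95 ± 0.45 (SD, n = 4) at P9, 5.79 ± 0.13 (SD, n = 3) at P23, and 6.26 ± 0.25 (SD, n = 4) at P45. In LDeep it was 7.56 ± 0.3 (SD, n = 5), 7.39 ± 0.37, 7.28 ± 0.09, and 7.18 ± 0.23 at the same ages. The LFC between layers was -0.69 (SE 0.12, adjusted p 3.1e-05) and between ages 0.78 (SE 0.12, adjusted p 1.1e-06). Tpm3, which encodes tropomyosin 3, lies on chromosome 2 of Rn6 from 189423559 to 189451031 on the plus strand, with 14 exons. It was lower in LII in 15 of 16 animals (LFC -0.39, SE 0.06, adjusted p 7.2e-06), with 7.12 ± 0.21 (SD, n = 3) in LII and 7.78 ± 0.16 (SD, n = 3) in LDeep at P23, and higher at the younger ages (LFC 0.98, SE 0.06, adjusted p 1.4e-14). Cachd1, which encodes a cache domain protein, lies on chromosome 5 of Rn6 from 119596726 to 119832326 on the plus strand, with 26 exons. It changed mainly between ages (LFC 1.12, SE 0.07, adjusted p 3.9e-14), from 6.91 ± 0.11 (SD, n = 5) at P2 to 4.96 ± 0.15 (SD, n = 3) at P23 in LII. Between layers it was lower in LII in 9 of 16 animals (LFC -0.29, SE 0.07, adjusted p 0.0019), and at P23 LDeep had 5.6 ± 0.12 (SD, n = 3). Tpm3 was moved most by an alternative, to an LFC between layers of -0.29 with limma voom and quantile normalization. Because these genes were low where and when miR-143 was high, and carry predicted sites for it, the paper proposes them as its targets in the MEC.

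**Figure D2:**
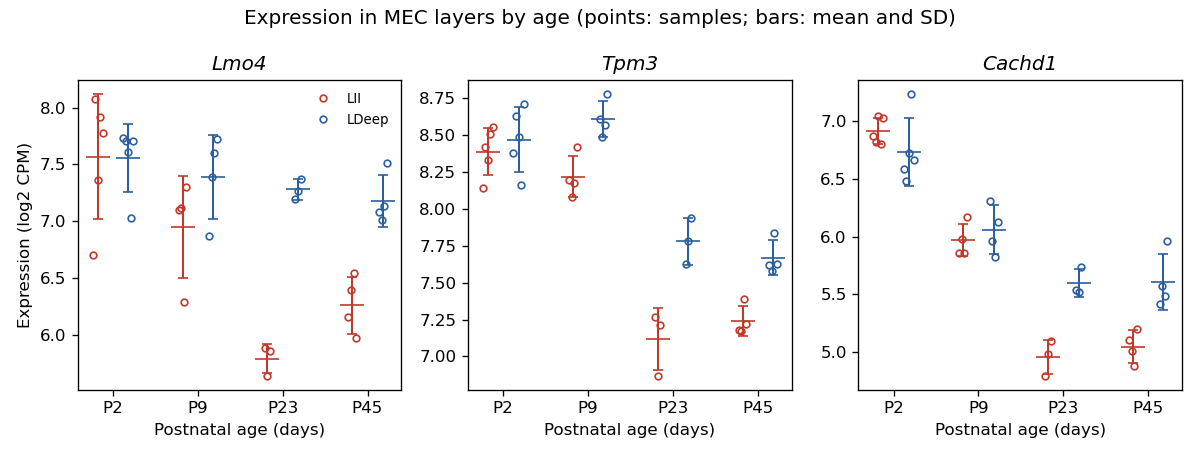
Expression (log2 CPM, vertical axis, with its own range in each panel) of Lmo4, Tpm3, and Cachd1 in LII (red) and LDeep (blue) of the MEC at each postnatal age (horizontal axis). Open circles are samples, and bars with error bars are the mean and SD over 3 to 5 animals; at P23 every LII sample lies below every LDeep sample for all 3 genes, and at P2 the layers overlap.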

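Among these 11 genes, Sox5 had the LFC of largest size between layers (LFC -1.11, SE 0.11, adjusted p 1.7e-08), followed by Slc35f1 (LFC -0.72, SE 0.08, adjusted p 6.4e-08) and Lmo4 (LFC -0.69, SE 0.12, adjusted p 3.1e-05). Given the standard errors, Slc35f1 and Lmo4 could not be ranked against each other. At single ages the LFC of Lmo4 was 0.06 at P2 (adjusted p 0.88), -0.43 at P9 (adjusted p 0.21), -1.49 at P23 (adjusted p 0.00056), and -0.92 at P45 (adjusted p 0.009). That at P23 (SE 0.27) was the largest in size of any of the 11 genes at that age. Given the standard errors, it could not be ranked there against Slc35f1 (SE 0.18) or Sox5 (LFC -1.17, SE 0.25). Slc35f1, on chromosome 20 of Rn6 from 33772314 to 34420831 on the plus strand, with 8 exons, had an LFC of -1.31 at P23. Leaving out P9 replicate 3 moved the LFC of Lmo4 with the ages combined most, to -0.63. The paper combines the laminar difference of Lmo4 with its context score and its correlation with miR-143.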

Lmo4 was the gene with highest LFC between MEC layers in gene expression, the best target site as measured by the TargetScan context score, and the second highest negative correlation with miR-143 expression levels.

### Correlating gene expression with miR-219-5p expression

Predicted targets of miR-219-5p, irrespective of correlation with miR-219-5p expression, were enriched in neuron development terms (Fig. 5e). However, known targets of miR-219-5p include several genes involved in the process of differentiating neuronal stem cells to myelinating oligodendrocytes (Barca-Mayo and Lu 2012). All of the known targets that are involved in the development of oligodendrocytes from oligodendrocyte precursor cells displayed negatively correlated expression patterns with miR-219-5p, although few were differentially expressed between layers (Supplementary Analyses SA4, Supplementary Fig. 7). 

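Pdgfra and Foxj3 were differentially expressed between layers in opposite directions. Pdgfra, on chromosome 14 of Rn6 from 35527926 to 35581031 on the minus strand, with 23 exons, was higher in LII in 14 of 16 animals (LFC 0.51, SE 0.11, adjusted p 0.00052). Foxj3, on chromosome 5 of Rn6 from 138587968 to 138676948 on the plus strand, with 13 exons, was lower in LII in 14 of 16 animals (LFC -0.14, SE 0.04, adjusted p 0.016). Hes5 (LFC 0.24, adjusted p 0.087), Sox6 (0.16, adjusted p 0.16), and Zfp238 (0.16, adjusted p 0.5) did not pass the threshold. Between ages, Hes5 (LFC 1.59, SE 0.11, adjusted p 2.5e-13), Foxj3 (LFC 0.27, SE 0.04, adjusted p 3.5e-06), and Pdgfra (LFC 0.3, SE 0.11, adjusted p 0.017) were higher at P2/P9. Pdgfra peaked at P9, and its means at P2 were below those at P23 in both layers. Under limma voom with quantile normalization the LFC of Foxj3 between layers was -0.08, with an adjusted p of 0.21. The expression of miR-219-5p itself is not in the files analysed here. The paper combines the direction of these mRNAs across samples with that of the miRNA to arrive at negative correlations.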

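Elovl7 encodes a fatty acid elongase and lies on chromosome 2 of Rn6 from 40373211 to 40386643 on the minus strand, with 5 exons. In LII it rose from 1.09 ± 1.11 (SD, n = 5) at P2 to 2.53 ± 0.47 (SD, n = 4) at P9 and 3.38 ± 0.15 (SD, n = 3) at P23. In LDeep it was 0.24 ± 1.06 (SD, n = 5) at P2 and 3.8 ± 0.2 (SD, n = 3) at P23. The LFC between ages was -1.88 (SE 0.22, adjusted p 1.5e-08), and the layer difference averaged over the ages was not past the threshold (LFC 0.23, SE 0.22, adjusted p 0.44). The sign was not the same at all ages. Elovl7 was higher in LII in 4 of 4 animals at P9 (LFC 0.45, adjusted p 0.52) and lower in 3 of 3 at P23 (LFC -0.43, adjusted p 0.64), with an SD of the differences within animals of 0.08 at both ages. Neither age passed the threshold in the main fit, which does not use the animal, nor did the change of the layer difference from P2/P9 to P23/P45 (LFC -0.85, adjusted p 0.37). With limma voom and quantile normalization the LFC between layers was -0.05. The paper reports that Elovl7, unlike the other known targets in this step, was positively correlated with miR-219-5p.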

However, the gene involved in final maturation and myelin maintenance, Elovl7, had a positively correlated expression pattern with miR-219-5p.

Using the same criteria as for miR-143, we found 16 genes that had opposite expression to miR-219-5p between both ages and layers. 

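The 16 genes that Supplementary Table 5 marks for miR-219-5p are Ubash3b, Fads2, Pdgfra, Nek6, Tnrc18, Aff4, Akap12, Furin, Mapk1ip1l, Mapkbp1, Pcdh19, Arhgef12, Robo1, Tcf12, Btbd7, and Mknk2. All 16 had a positive LFC between layers and between ages, that is, higher expression in LII and at P2/P9. Between ages all 16 were differentially expressed, from Nek6 (LFC 0.21, adjusted p 0.023) to Pcdh19 (LFC 1.44, adjusted p 1.9e-12). Between layers 13 were differentially expressed with the ages combined. Robo1 had the largest LFC (LFC 0.58, SE 0.07, adjusted p 6.8e-07) and was higher in LII in 15 of 16 animals. Nek6 (LFC 0.49) and Tcf12 (0.48) were higher in LII in all 16 animals. Fads2 (LFC 0.12, adjusted p 0.085), Tnrc18 (0.32, adjusted p 0.097), and Aff4 (0.06, adjusted p 0.44) did not pass the threshold. With limma voom and quantile normalization the adjusted p between layers was 0.0092 for Fads2, 0.011 for Tnrc18, and 0.009 for Aff4.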

Of these, we identified three genes that had both high context scores in TargetScan (v. 6.2 and 7.1) and a high degree of negative correlation, namely Fads2, Pdgfra, and Ubash3b (Supplementary Table 5; Fig. 5f).

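Fads2, which encodes fatty acid desaturase 2, lies on chromosome 1 of Rn6 from 225906797 to 226152568 on the minus strand, with 12 exons. It was higher at the younger ages (LFC 0.99, SE 0.06, adjusted p 2.5e-15), with 7.73 ± 0.05 (SD, n = 5) at P2 and 6.77 ± 0.17 (SD, n = 3) at P23 in LII. In LDeep it was 7.81 ± 0.14 (SD, n = 5) at P2 and 6.51 ± 0.14 (SD, n = 3) at P23. Between layers, the LFC was 0.12 (SE 0.06, adjusted p 0.085). Pdgfra, the gene of platelet derived growth factor receptor alpha, lies on chromosome 14 of Rn6 from 35527926 to 35581031 on the minus strand, with 23 exons. Its layer difference was 0.51 (SE 0.11, adjusted p 0.00052), with 7.76 ± 0.16 (SD, n = 3) in LII and 7.05 ± 0.14 (SD, n = 3) in LDeep at P23. It peaked at P9, at 8.1 ± 0.39 and 7.74 ± 0.25, and its LFC between ages was 0.3 (adjusted p 0.017). Ubash3b, on chromosome 8 of Rn6 from 45227232 to 45375134 on the minus strand, with 14 exons, fell with age (LFC 1.16, SE 0.08, adjusted p 5e-14) and was higher in LII in 12 of 16 animals (LFC 0.29, SE 0.07, adjusted p 0.0029). Fads2 depended most on the processing, since its LFC between layers was 0.19 (adjusted p 0.0092) with limma voom and quantile normalization. The paper names these genes as the most probable targets because they combine high context scores with expression opposite to miR-219-5p.

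**Figure D3:**
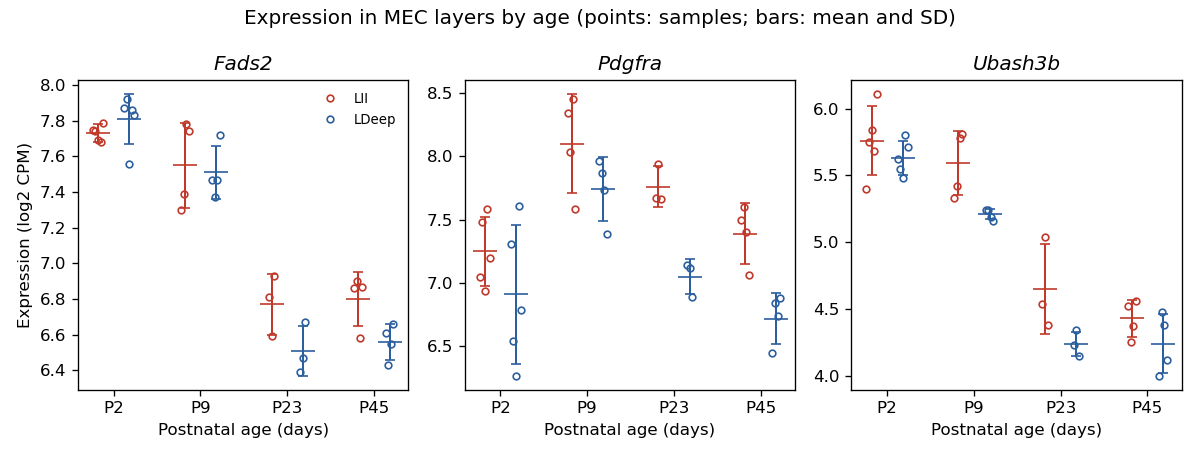
Expression (log2 CPM, vertical axis, with its own range in each panel) of Fads2, Pdgfra, and Ubash3b in LII (red) and LDeep (blue) of the MEC at each postnatal age (horizontal axis). Open circles are samples, and bars with error bars are the mean and SD over 3 to 5 animals; Fads2 and Ubash3b fall between P9 and P23 in both layers, and Pdgfra is highest at P9.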

## Discussion

### Known functions of MEC miRNAs differentially expressed between early and late postnatal ages or between layer II and deep layers

We found 202 miRNAs to be significantly differentially expressed between early (P2/P9) and late (P23/P45) ages or between LII and LDeep at individual time points. Most (192) of these were differentially expressed between ages (Fig. 1c; Supplementary Table 2). Three of the top five most significant miRNAs that increased from early to late age were members of the miR-29 family. MicroRNA miR-29b is known to increase during neuronal maturation and to inhibit apoptosis in neurons, and miR-29a/b both affect dendritic spine morphology (Kole et al. 2011; Lippi et al. 2011). Other general functions for this family include regulation of the extracellular matrix and cell proliferation and differentiation (Kriegel et al. 2012). miR-29a/b also target several proteins involved in neurodegenerative diseases, including BACE1/β-secretase, of which elevated levels can lead to increased amyloid β-peptides in patients with sporadic Alzheimer’s disease (Hebert et al. 2008). One of the miRNAs displaying the greatest decrease in expression between ages, miR-298, also targets the BACE1 mRNA (Boissonneault et al. 2009), suggesting complementary roles between miR-298 and miR-29a/b in regulating this protein. The other highly significant miRNAs displaying a steep decrease from younger to older animals (miR-301b, miR-130b, miR-20a, and miR-15b) are known to be involved in cancers (Attar et al. 2012; Funamizu et al. 2014; O’Donnell et al. 2005; Zhu et al. 2015), suggesting a role for these miRNAs in regulating MEC cell proliferation immediately after birth.

Only 35 miRNAs were significantly differentially expressed between LII and LDeep at individual ages (Fig. 1e; Supplementary Table 2); of these, 25 miRNAs differed significantly between early (P2/P9) and late (P23/P45) ages. The trend of a higher number of miRNAs being differentially expressed across development than between cortical layers, has also been observed in mouse somatosensory cortex (Fertuzinhos et al. 2014), and probably reflects the importance of miRNAs in the processes important for brain development in general. Between P2 and P23, there is extensive spine formation, synaptic pruning and myelination in the brain, all known to be regulated by miRNAs (Schratt 2009).

The two miRNAs with the lowest *p* value up-regulated in LII (miR-143 and miR-126; Fig. 1f) are involved in angiogenesis (Climent et al. 2015; Sonntag et al. 2012). Uneven laminar distribution of capillaries has been observed in the lateral part of the EC (Michaloudi et al. 2005), and it is possible that miRNAs could contribute to the formation and maintenance of a similar capillary pattern in the MEC. The two miRNAs with the lowest *p* value up-regulated in LDeep (miR-219 and miR-338) are involved in oligodendrocyte differentiation (Barca-Mayo and Lu 2012). The increased need for oligodendrocyte regulation in the deeper layer can be expected because there are higher levels of myelination in deeper cortical layers (Lodato et al. 2015). Several of the differentially expressed miRNAs regulate neuron differentiation, including miR-126 and miR-26b in LII, and miR-7a/b in LDeep. Interestingly, the LII up-regulated miR-26b and miR-126 are implicated in Alzheimer’s disease (Absalon et al. 2013; Kim et al. 2014), while the LDeep up-regulated miR-219 and miR-7a/b are implicated in schizophrenia (Beveridge and Cairns 2012), diseases which both show pathologies in LII.

In summary, the known functions of the miRNAs we identified as differentially expressed in MEC, indicate that these miRNAs regulate laminar differences in MEC vascular structure and oligodendrocyte density and could contribute to laminar differences in neuron subtype specification and disease susceptibility.

### Possible functions of MEC miRNA co-expression modules

By clustering the differentially expressed miRNAs, we found eight distinct patterns of co-expressed miRNAs. As expected from the statistical results (Fig. 1c), the two largest such co-expression modules had opposing patterns and contained miRNAs that primarily were differentially expressed between the early (P2 and P9) and late (P23 and P45) ages (modules 2 and 6 with 53 and 64 miRNAs, respectively; Fig. 3b; Supplementary Table 4). This probably reflects the enormous strides in development that take place between and around ages P9-P23, starting with crawling and eye opening, and ending with grid cell stabilization and the development of spatial learning abilities (Langston et al. 2010; Wills and Cacucci 2014).

To determine potential functions of the co-expressed miRNAs, we identified predicted and verified target mRNAs with negatively correlated expression to all miRNAs in each module and ran GO analyses of each set of such predicted targets. This approach relies on the assumptions that co-expressed miRNAs regulate functionally related genes and that filtering predicted miRNA targets based on negative correlation will reduce false positive predictions and identify physiologically relevant targets. Supporting the first assumption, miRNAs clustered in the genome, which tend to be co-transcribed and therefore co-expressed, tend to target functionally related genes (Hausser and Zavolan 2014; Wang et al. 2016). Similarly, other co-expressed miRNAs also tend to target functionally related genes (Bryan et al. 2014).

As for using negative correlations in expression to identify relevant miRNA targets, multiple studies have shown that predicted miRNA targets tend to be down-regulated upon miRNA overexpression, and vice versa upon miRNA down-regulation [reviewed in (Bartel 2009)]. Moreover, these changes in target mRNA expression generally result in the corresponding changes in protein levels (Baek et al. 2008; Selbach et al. 2008); indeed, miRNA’s effect on mRNA expression can explain most (>80%) of the changes in protein levels for predicted targets (Guo et al. 2010). Similar results have been seen for experimentally validated miRNA targets (Hendrickson et al. 2009). These studies show that experimentally altering miRNA expression generally results in inverse expression changes for predicted miRNA targets, but miRNA and predicted targets also tend to be negatively correlated in endogenous expression data (Fulci et al. 2009; Wang and Li 2009). Consistent with these previous studies, we found that the correlations between MEC miRNAs and their evolutionary conserved predicted miRNA targets are skewed towards negative values (Supplementary Fig. 4a).

Our GO analyses found that the miRNA co-expression modules had several functions in common. All modules were significantly enriched for predicted targets involved in neuron differentiation and neurogenesis (Fig. 3c). The two largest modules, representing miRNAs differentially expressed between early and late ages, shared several predicted functions, including growth, development, and cell migration. Although many of the significant GO terms appear general, our results indicate distinctions in the predicted functions of miRNAs up-regulated at P2/9 compared with miRNAs up-regulated at P23/45 (Fig. 3d). MicroRNAs up-regulated at P2/9, and thereby down-regulated at P23/45, predict that myelination, ion channel activity, learning, and synaptic plasticity are up-regulated. In contrast, cell cycle functions are predicted to be down-regulated at these later time points. Together these data indicate that the miRNAs are involved in the development of the MEC. Importantly, the miRNAs appear to be involved in regulation of maturational processes which lead to specialized cell functions that require specific ion channels. Furthermore, these data are in line with the idea that learning and synaptic plasticity may be more prominent at older ages, and indicate that miRNAs play a role in these functions.

### Possible functions of miRNAs up-regulated in stellate cells

GO analyses of predicted and validated targets of miRNAs up-regulated in the FACS-sorted stellate cells identified functions related to neuronal development and differentiation (Fig. 5a). Although neurogenesis in the EC largely takes place during embryonic development (Bayer 1980), “neurogenesis” as a GO term could reflect the reuse of similar pathways in processes that are known to take place postnatally, such as morphological and functional maturation (Casanova and Casanova 2014), or that the same miRNAs target genes involved in neurogenesis during embryonic development and other genes later in development. Many of the enriched terms, such as neurogenesis, neuron differentiation, and axonogenesis, were also among the terms enriched for mRNA and miRNAs up-regulated in LII.

Enriched terms for the stellate miRNAs also included more specific functions such as “regulation of synapse structure or activity” and “membrane depolarization during action potential”. Pathways enriched for the stellate miRNAs included NGF, MAPK, and PI3K-Akt, which contribute to a wide variety of both intra-and extracellular processes, including differentiation of neurons (Berry et al. 2012; Correa and Eales 2012; Peltier et al. 2007). Fine-tuning of these pathways by miRNAs could potentially contribute to the stellate phenotype.

### Likely targets of miR-143 and miR-219-5p

The top predicted target genes of miR-143, Lmo4, Tpm3, and Cachd1, indicate that miR-143 contributes to laminar and subcellular phenotypes of MEC. The Lmo4 gene, whose expression is enriched in glutamatergic populations, is an activity-dependent calcium-responsive cofactor that binds to several signaling molecules and transcription factors (Qin et al. 2012). Lmo4 is involved in the establishment of neuronal subtypes in the rostral motor cortex and in LV cortical neuron populations (Azim et al. 2009; Cederquist et al. 2013) and is implicated in hippocampus-dependent spatial learning (Qin et al. 2012). In addition, Lmo4 is strongly expressed in MEC during embryonic development, and has been implicated in characterizing this region (Abellan et al. 2014). It is therefore possible that the lower concentration of Lmo4 gene expression in LII is important for the specialization of LII. The Tpm3 protein is a component of actin microfilaments, and certain isoforms have been implicated in influencing the size and shapes of neurons (Schevzov et al. 2005). The function of Cachd1 has not been investigated, but it may be a calcium channel regulatory membrane protein as inferred from gene ontology inferred electronic annotation (Gene Ontology Consortium).

The top predicted gene targets of miR-219-5p, Fads2, Pdgfra, and Ubash3b, indicate a role for this miRNA in regulation of myelination. The Pdgfra gene is a known target of miR-219-5p involved in differentiation of oligodendrocyte precursor cells (OPCs) into mature oligodendrocytes (Barca-Mayo and Lu 2012), which corresponds well with the *in situ* labeling of miR-219-5p in oligodendrocytes presented here. Oligodendrocytes are the main cell types involved in myelination, and the Fads2 gene, a second target of miR-219-5p, is also involved in myelination (Peters et al. 2014). Further support for the role of miR-219-5p in myelination is that Ubash3b (alias Sts-1) inhibits endocytosis of EGFR (Raguz et al. 2007) and therefore possibly plays an indirect role in oligodendrocyte development, which involves EGFR signaling (Palazuelos et al. 2014). Thus, miR-219-5p likely regulates oligodendrocyte differentiation in the MEC in a layer-specific fashion, a role which is similar to its known function in other brain areas.

## Conclusions

We have presented the first analysis of miRNA expression in LII and LDeep of the developing MEC, with a special focus on stellate neurons. We have profiled miRNAs and mRNAs in MEC LII and LDeep at four time points during postnatal development—neonatal (P2), infant (P9), juvenile (P23) and young adult (P45)—and compared miRNA expression in labeled stellate cells to that in other MEC cells. Through in situ hybridizations, we confirmed the layer and cell-type expression of miR-143, which is up-regulated in LII stellate cells but also expressed in smaller cells in LII and LIII and LV pyramidal cells, and miR-219-5p, which is expressed in ependymal cells, oligodendrocytes, and glia—primarily in LV and LVI. 

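In the main fit 9169 of 12341 mRNAs differed between P2/P9 and P23/P45, and 4692 differed between layers with the ages combined. With an absolute LFC above 0.5 required as well, the numbers were 5791 and 2103. The mean absolute LFC over all tested genes was 2.06 times as large between ages as between layers. Among genes for which every younger sample lay above or below every older sample, the largest LFC between ages belonged to Mobp, on chromosome 8 of Rn6 from 128824508 to 128850360 on the plus strand, with 5 exons (LFC -11.73, adjusted p 6.2e-25). Mobp had a mean of only 0.2 counts in LDeep at P2 and in LII at P9. The size of its LFC is therefore uncertain, and no standard error is given. Opalin (LFC -11.31), Mal (-9.85), Klk6 (-8.89), and Mog (-7.78) were also higher at P23/P45. Higher at P2/P9 were St8sia2 (LFC 5.84), Nox4 (5.31), Aldh1l2 (5.13), Trim67 (5.02), and Tubb2b (4.97). For Opalin, Klk6, and Nox4 all counts in a group were 0, which leaves their LFC uncertain. It was -9.1 for Opalin and -6.71 for Klk6 with limma voom and quantile normalization. With the replicate number as a block, pairing the layers of an animal by the labels, 5077 mRNAs differed between layers and 8978 between ages, where the block entered as a random effect with a correlation of 0.183. From the larger number between ages, the paper concludes that mRNAs were more dynamic across development than between layers. The miRNA side of the comparison is not in the files analysed here.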

Our analysis showed that both miRNAs and mRNAs were more dynamic across development than they were between layers. However, we did find laminar differences in miRNA expression at all postnatal ages tested. Moreover, our bioinformatics analyses of conserved, predicted target mRNAs with negatively correlated expression patterns indicate that these miRNAs could participate in regulating the laminar differences in electrophysiology, neuron morphology and disease susceptibility seen in the MEC.

The miRNA most significantly up-regulated in LDeep, miR-219-5p, plays an important role in oligodendrocyte differentiation and myelination, which generally begins around P10. The most significantly up-regulated miRNA in LII, miR-143, was found to be up-regulated particularly in stellate neurons. Our analysis revealed that a likely target of this miRNA is the Lmo4 gene, which is important for neuronal subtype specification and hippocampus-dependent spatial learning. The exact role of miR-143 in Lmo4 gene regulation and its potential importance for stellate or grid cell function remains to be determined.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

Supplementary material 4

Supplementary material 5

Supplementary material 6

# Supplementary material for: MicroRNAs contribute to postnatal development of laminar differences and neuronal subtypes in the rat medial entorhinal cortex
**Source:** Brain Struct Funct. 2017 Mar 4;222(7):3107–26. doi: 10.1007/s00429-017-1389-z
**Supplement:** Supplementary file 1 — Supplementary material 1

# MicroRNAs contribute to postnatal development of laminar differences and neuronal subtypes in the rat medial entorhinal cortex

Lene C. Olsen^1^, Kally C. O’Reilly^2^, Nina B. Liabakk^1^, Menno Witter^2^, and Pål Sætrom^1,3,4,*^

4. Bioinformatics core facility - BioCore, Norwegian University of Science and Technology, Trondheim, Norway.

*)Correspondence and request for materials should be addressed to P.S. (e-mail: )

# Supplementary Materials

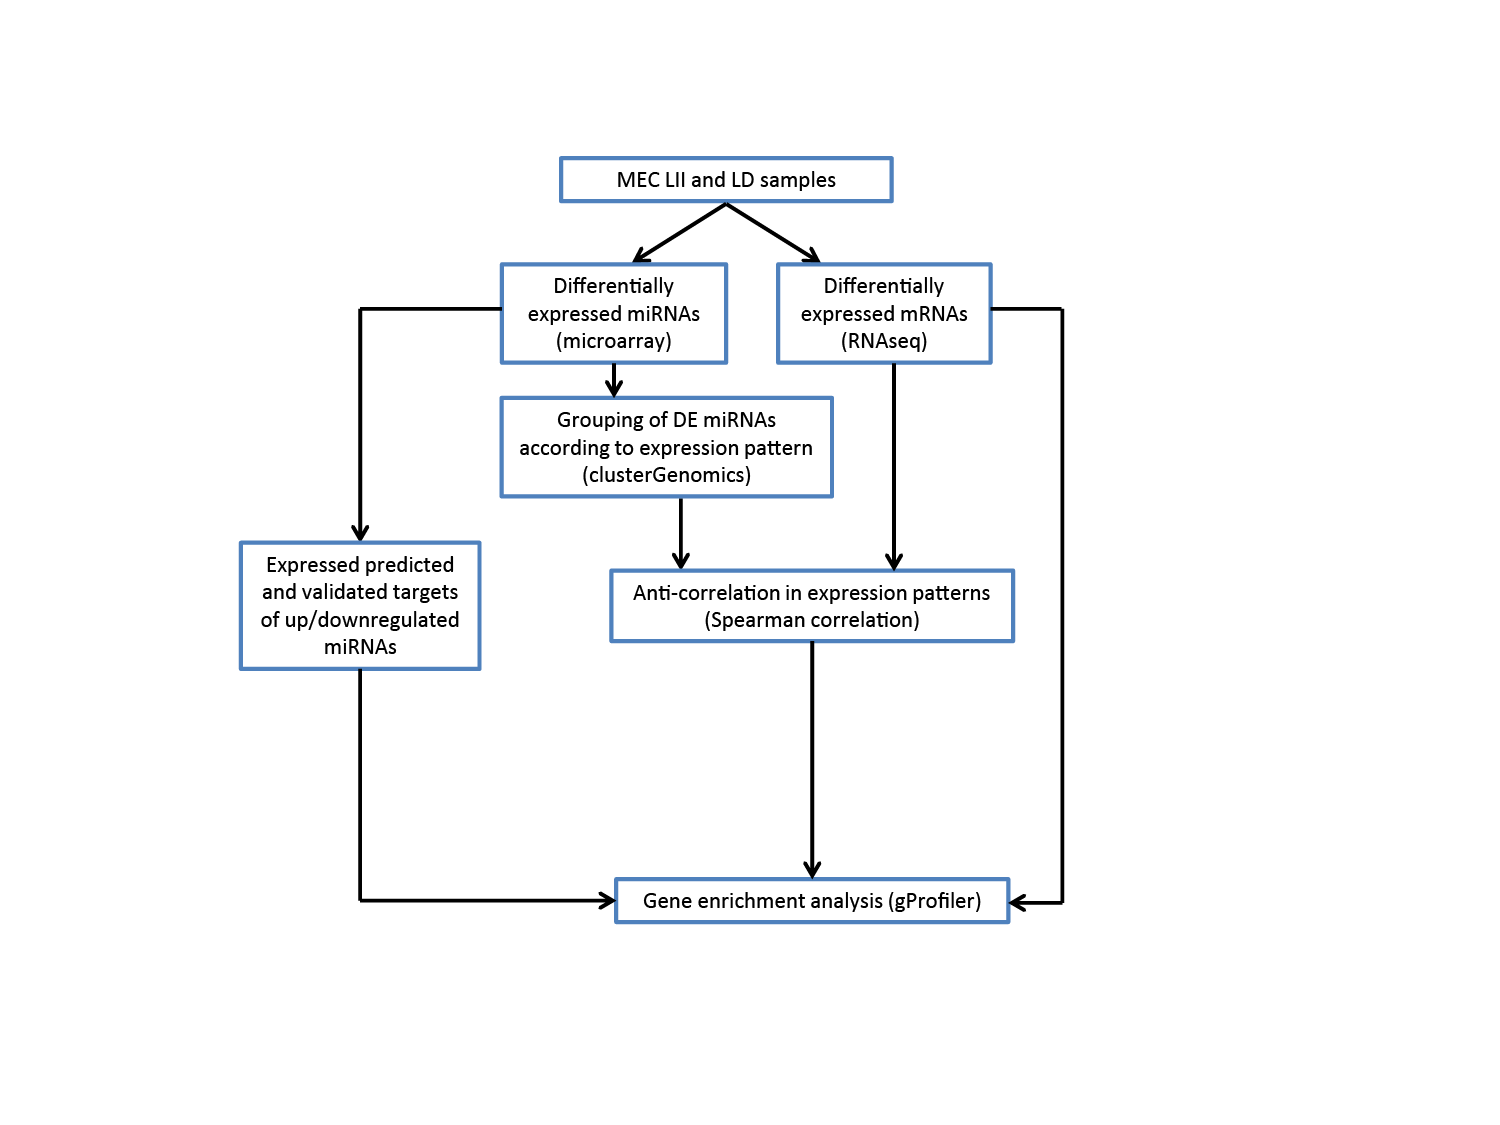

**Supplementary Fig. 1:** Summary of workflow for analysis of laminar samples. The samples were analyzed for differential miRNA and mRNA expression. Differentially expressed miRNAs were grouped according to correlating expression pattern, and the predicted target genes for the miRNAs in each group were analyzed for anti-correlative expression patterns. Anti-correlated targets, along with differentially expressed genes and all predicted and validated expressed targets of differentially expressed miRNAs were analyzed for enriched gene ontology terms.

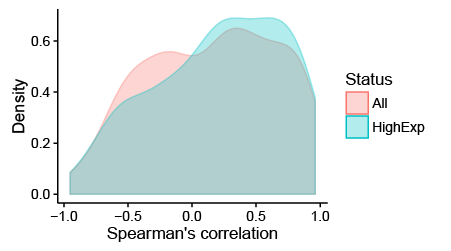

**Supplementary Fig. 2:** Correlation between the expression patterns across layers and development of the mature miRNAs as measured by microarray and the expression patterns of the pre-mirs as measured by deep sequencing. The correlation of all miRNA-pre-mirs in red, and of the miRNAs that are expressed with a minimum median normalized expression level of 5 (as determined by microarrays) in turquoise.

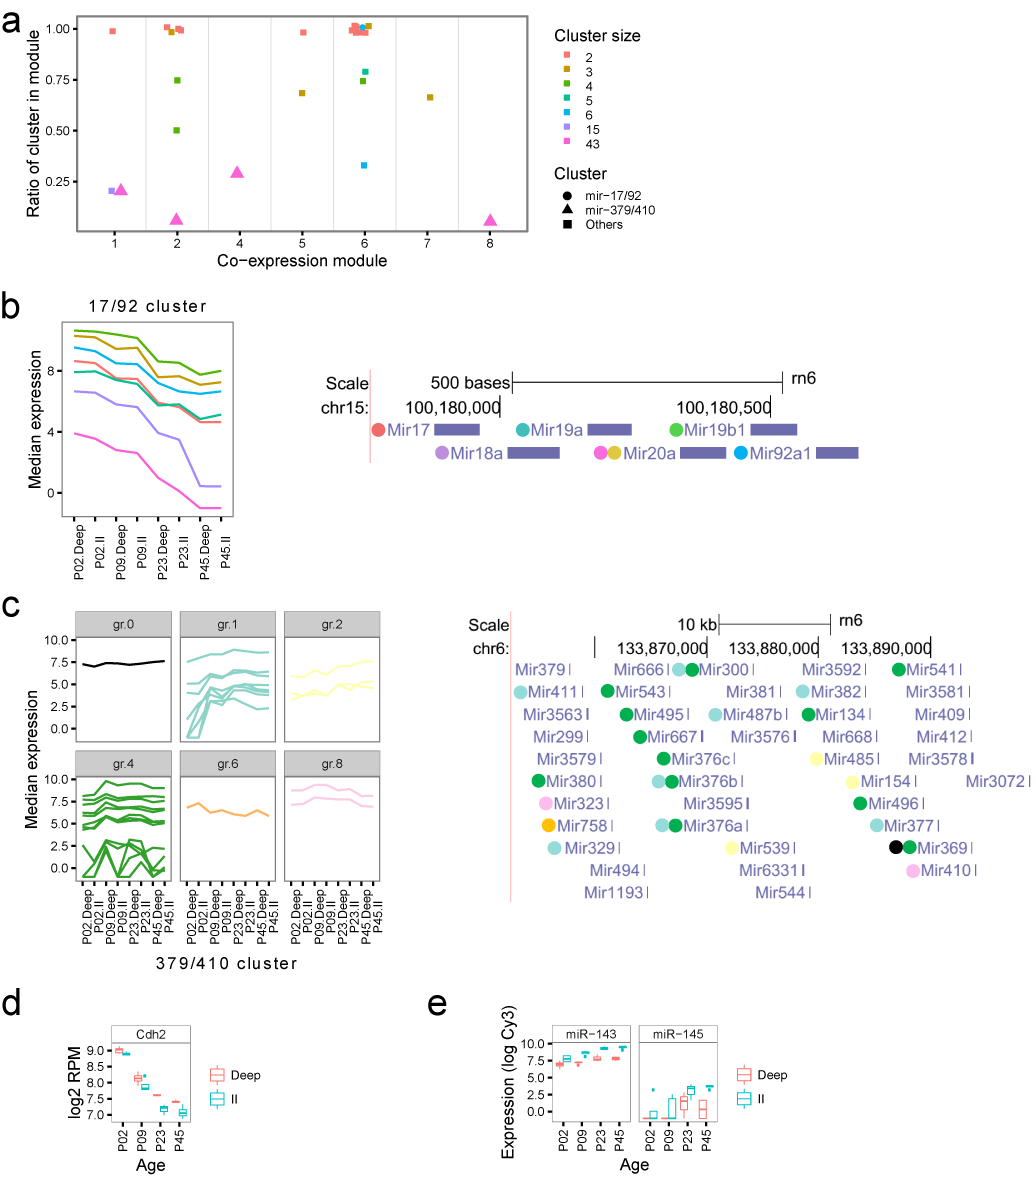

**Supplementary Fig. 3: a)** Co-expression patterns of miRNAs clustered in the genome. Each point represents miRNAs from a genomic miRNA cluster, grouped by their co-expression patterns and color coded by the number of miRNA hairpins in the genomic cluster. Module 3 is not presented because it did not contain any miRNA genomic clusters. The y-axis gives the proportion of miRNAs from the cluster that is present in the given module. All six members of the mir-17/92 cluster are present in module 6 (circle; see D), yielding a ratio of 1; members of the mir-379/410 cluster are present in four different modules (triangle; see E). **b)** Genomic organization of the members of the mir-17/92 cluster in the rat genome (rn6), along with median expression levels for each member of the cluster. The identity of each pre-mir is color coded. Pre-mir-20a is represented with two colors, with the yellow depicting the expression of the mature miR-20a and the magenta the mature miR-20a*. **c)** Genomic organization of the members of the mir-379/410 cluster in the rat genome (rn6), along with median expression levels for the members of the cluster present in each co-expression module. The color coding is according to co-expression module, gr.0 being the outlier group. **d)** The expression of the Cdh2 gene across time points. Laminar samples are colored as in Fig. 1. **e**) Comparison of expression patterns for miR-143 and miR-145, which belong to the same miRNA cluster.

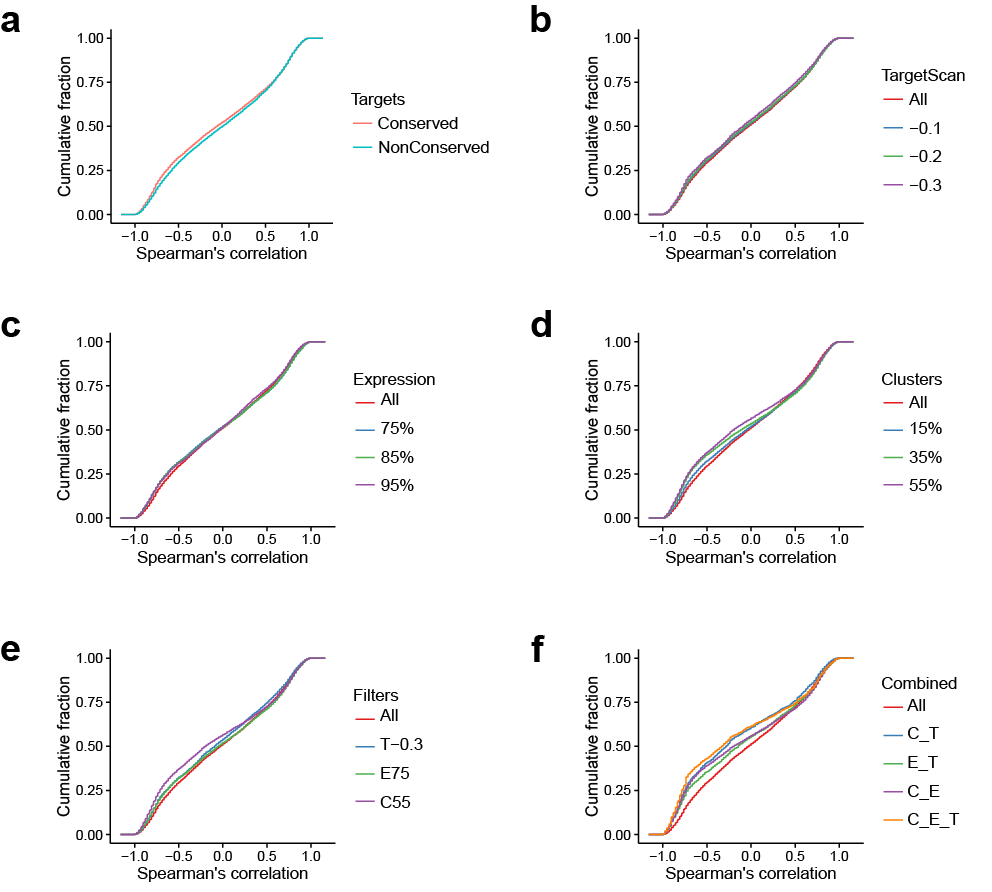

**Supplementary Fig. 4:** Cumulative distribution of the correlation between miRNA expression and the expression of predicted target genes. **a)** Curves show correlations for predicted conserved (red) and non-conserved (turquoise) target genes. The predicted conserved miRNA target genes are more skewed towards negative correlation values than those for non-conserved miRNA target genes. **b)** Curves show correlations for all predicted targets (red) and predicted targets with context scores of <-0.1 (blue), <-0.2 (green), and <-0.3 (purple). There is a shift towards more negative correlation when the context score threshold is decreased (corresponding to more stringent predictions). **c)** Curves show correlations for all predicted targets (red) and for the pairs where the miRNAs with the 75% (blue), 85% (green), and 95% (purple) lowest expression levels have been filtered out. The higher the expression of the miRNAs, the higher the tendency towards negative correlation. **d)** Curves show correlations for all predicted targets (red) compared to when at least 15% (blue), 35% (green), and 55% (purple) of the target sites in the predicted target genes are present in the same co-expression module. The higher the percentage of target sites targeted by miRNAs in the same co-expression module, the greater the shift towards negative correlation. **e)** Curves show correlations for all predicted targets (red) compared with the cumulative correlation when using the different kinds of filters (TargetScan context score < -0.3 in blue, miRNAs with expression levels above the 75^th^ percentile in green, and >55% of target sites covered by the same co-expression module in purple). **f)** Curves show correlations when using varying criteria for miRNA expression level, TargetScan context score, and coverage of predicted target sites by the miRNAs in the same co-expression module. All target gene – miRNA pairs (red) are compared to the pairs with the following combination of criteria: C_T (blue) are pairs where the target site has a context score <= -0.3 in TargetScan v. 6.0 and where >55% of the target sites are covered by the miRNAs in the same co-expression module (blue), pairs where the only miRNAs that have expression levels in the upper quartile are included (green), and pairs where the target site has a context score of <-0.3 in TargetScan v. 6.0 (purple). Pairs fulfilling all three criteria are shown in orange. All filters lead to a shift towards negative correlation, with the combination of all the filters displaying the highest degree of negative correlation.

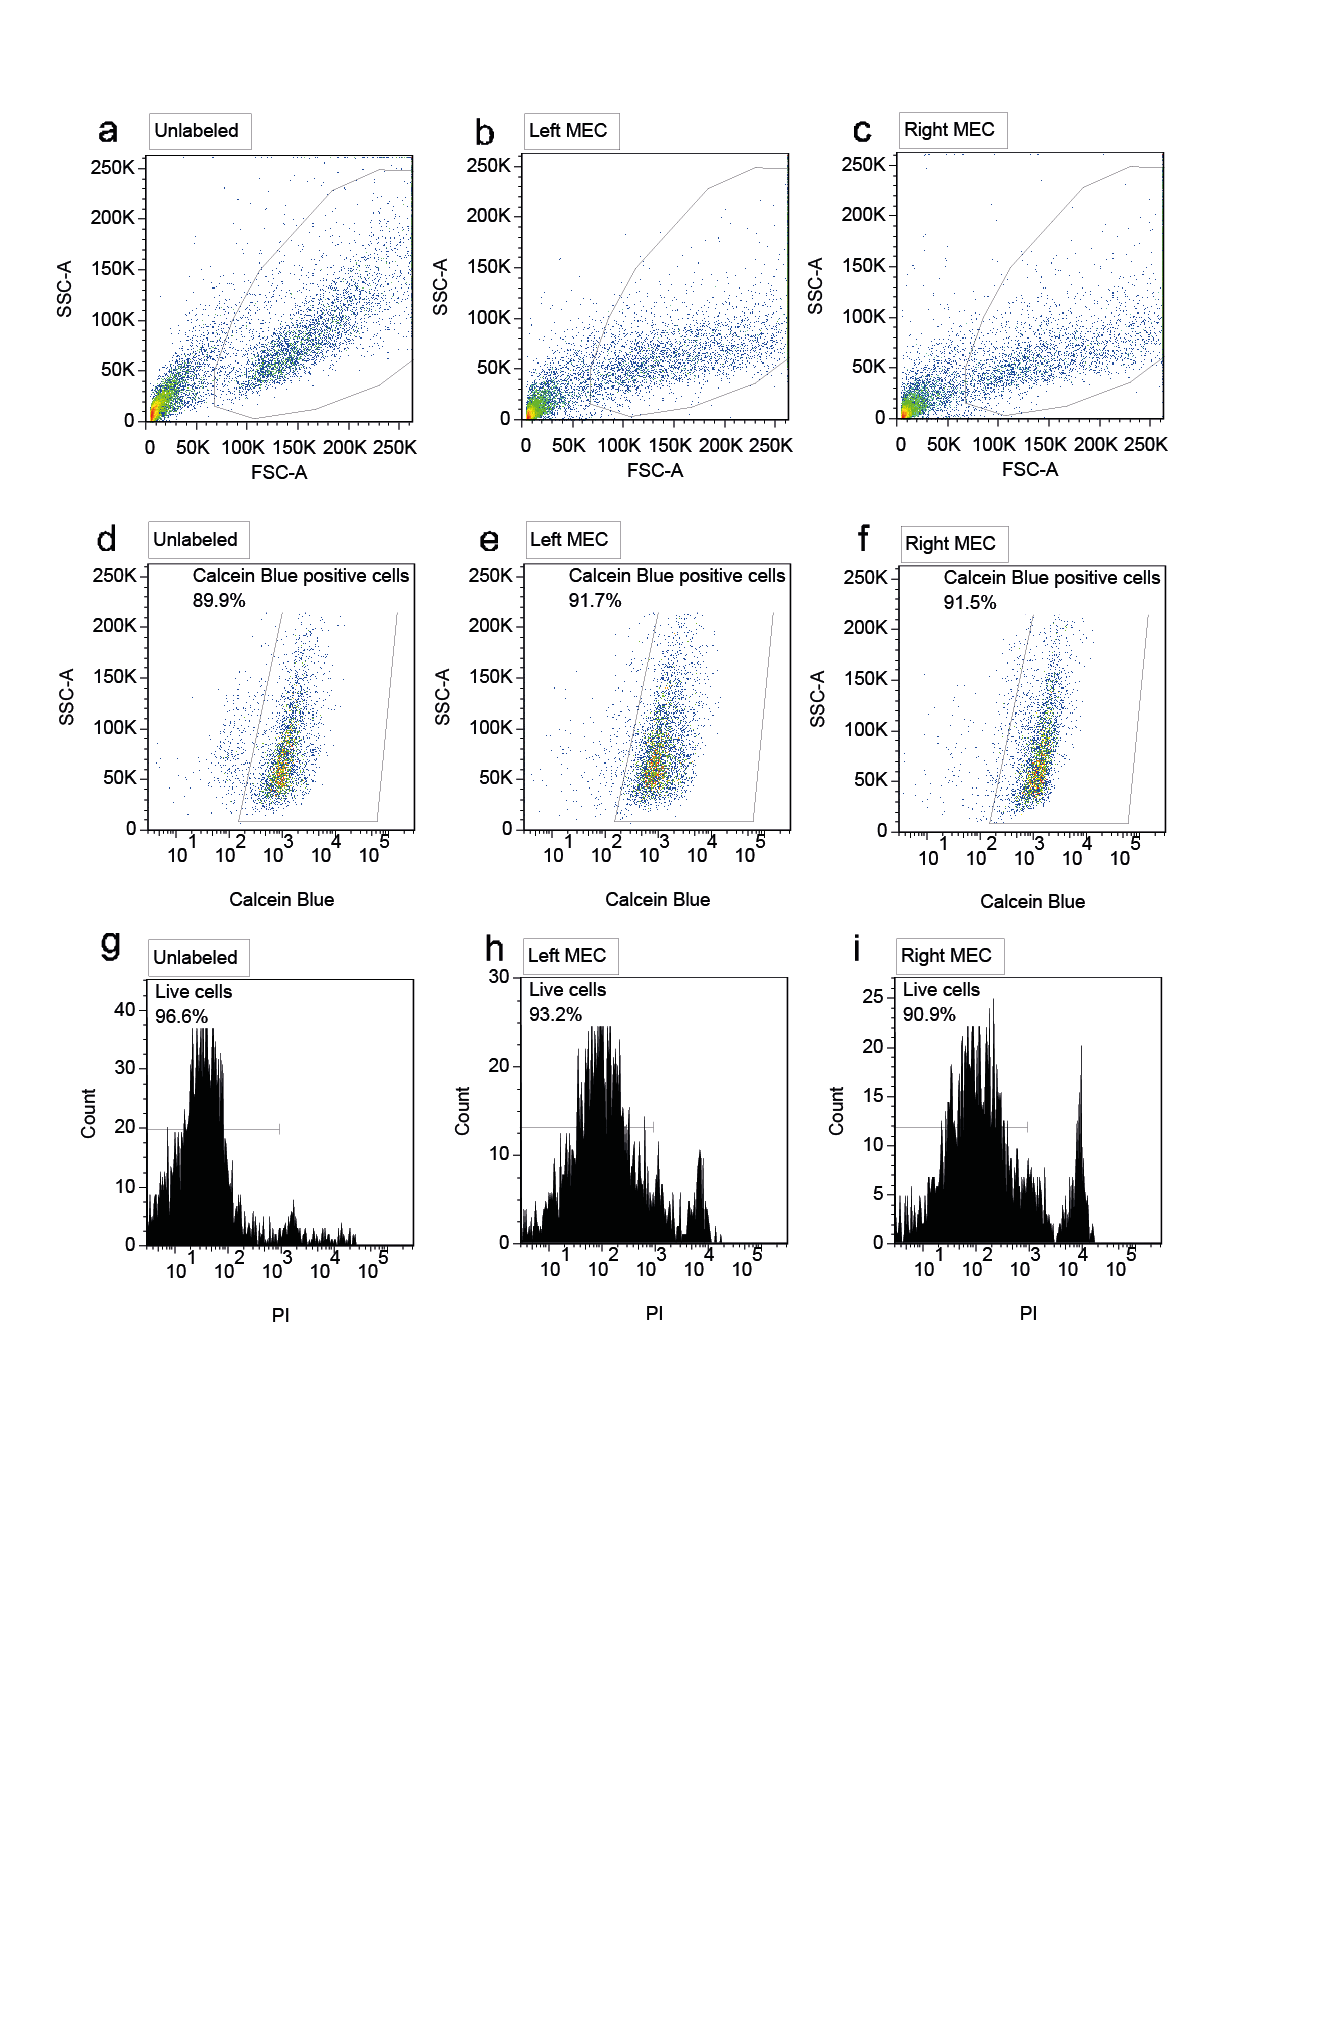

**Supplementary Fig. 5:** FACS gating. Forward and side scatter plot of a representative population of dissociated, unlabeled MEC showing gating of selected population for dissociated **a)** unlabeled MEC, **b)** labeled MEC from the left hemisphere, and **c)** labeled MEC from the right hemisphere. The gated population in A-C showed a high percentage of live cells as indicated by Calcein Blue staining in **d)** unlabeled MEC, **e)** labeled MEC from the left hemisphere, and **f)** labeled MEC from the right hemisphere. The bottom panel shows gating of PI negative cells for **g)** unlabeled MEC, **h)** labeled MEC from the left hemisphere, and **i)** labeled MEC from the right hemisphere. The FSC/SSC and PI gating were used for the sort.

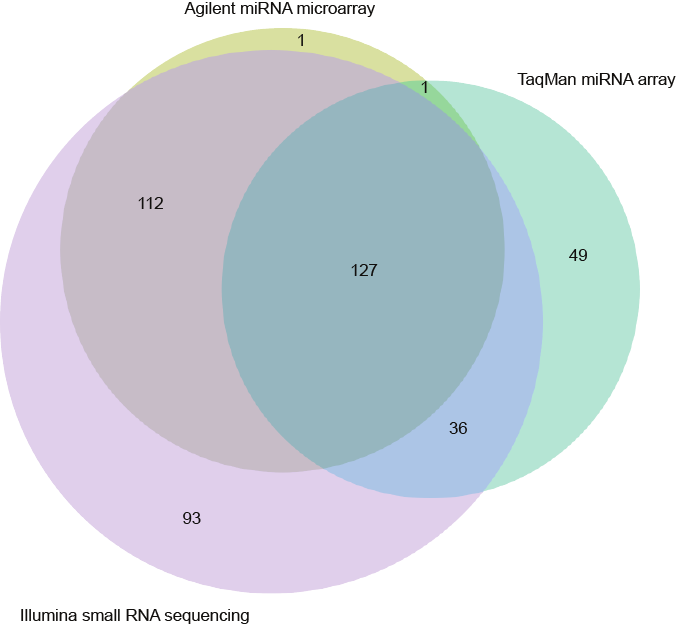

**Supplementary Fig. 6:** Venn diagram showing overlap of detected miRNAs in P23 MEC samples between the two array platforms used in this paper (Agilent miRNA microarray and TaqMan miRNA array) and Illumina small RNA sequencing of P23 MEC.

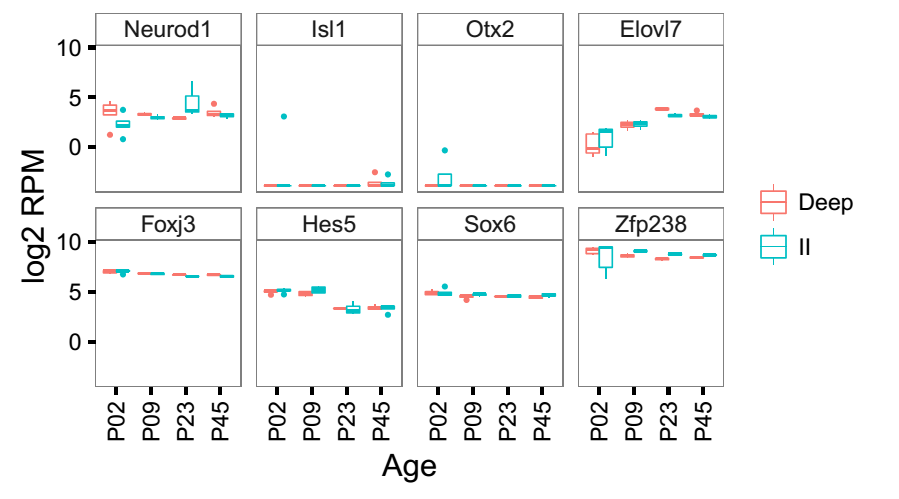

**Supplementary Figure 7:** Expression patterns of known miR-219-5p target genes important for oligodendrocyte differentiation.

# Supplementary Analyses

SA1: Correlation of precursor miRNA expression with mature miRNA expression

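Ribosome depletion leaves both long and short transcripts in the library, and read pairs that fell on the annotated exon of a pre-mir were counted like those on any gene. A pre-mir gene is short, such as the 105 bases of Mir143, and an intact pre-mir gives few read pairs. Of 456 annotated pre-mir genes, 341 had any count in the MEC and 258 had at least 10 counts over the 32 samples. Fitted without a filter on low counts, 11 of these 341 pre-mirs were differentially expressed between layers and 114 between ages. The precursors of miR-219 were annotated at 2 places, Mir219-1 on chromosome 20 of Rn6 from 3816158 to 3816267 on the minus strand, with 1 exon and Mir219-2 on chromosome 3 of Rn6 from 8407430 to 8407525 on the minus strand, with 1 exon. Mir219-2 was higher at P23/P45 (LFC -3.57, adjusted p 6.2e-08), with 0.64 ± 0.22 (SD, n = 3) in LDeep at P23, while the LFC of Mir219-1 between ages was 1.93 (adjusted p 0.022). For both genes a group held only counts of 0, and the LFC of Mir219-1 was 0.67 with the replicate number as a block.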

As the library preparation in our study included all RNA molecules, but with depletion of ribosomal RNAs, we were able to also identify a few precursor miRNAs (pre-mirs). 

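Mir143, the gene of pre-mir-143, lies on chromosome 18 of Rn6 from 56971273 to 56971377 on the minus strand, with 1 exon, and was counted rarely. The counts in LII were 11, 2, 0, 2, and 7 at P2, 2, 4, 4, and 1 at P9, 6, 2, and 1 at P23, and 5, 3, 6, and 2 at P45. In LDeep, Mir143 had 4, 0, 1, 0, and 1 counts at P2, 4, 1, 0, and 5 at P9, 0, 0, and 0 at P23, and 1, 1, 1, and 2 at P45. It did not pass the filter on low counts, so the fit without a filter was used. The LFC between layers was 2.05 (adjusted p 0.0052 from edgeR's quasi-likelihood test), and the value was higher in LII in 13 of 16 animals. No standard error is given, since all LDeep counts at P23 were 0, and at the depth of these samples 1 count moves such a value visibly. With limma voom and quantile normalization the LFC of Mir143 was 1.21 (adjusted p 0.019). The paper takes the higher pre-mir-143 in LII as further evidence for the laminar difference of miR-143.

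**Figure D4:**
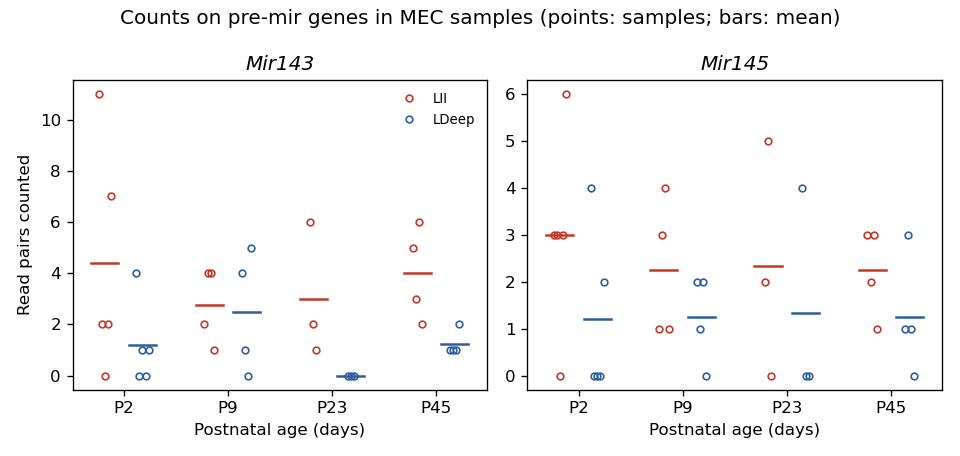
Read pairs counted on Mir143 and Mir145 (vertical axis, not normalized, with its own range in each panel) in LII (red) and LDeep (blue) of the MEC at each postnatal age (horizontal axis). Open circles are samples and bars are means over 3 to 5 animals; no sample has more than 11 counts for Mir143 or 6 for Mir145.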

Pre-mir-143 was upregulated in LII (LFC 1.17, BH p=0.01), providing further verification of its differential expression between MEC layers. 

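Mir145, the gene of pre-mir-145, lies on chromosome 18 of Rn6 from 56969907 to 56969994 on the minus strand, with 1 exon. Its counts in LII were 3, 3, 0, 3, and 6 at P2, 1, 3, 4, and 1 at P9, 2, 5, and 0 at P23, and 3, 2, 3, and 1 at P45. In LDeep, Mir145 had 4, 0, 0, 0, and 2 counts at P2, 2, 1, 2, and 0 at P9, 4, 0, and 0 at P23, and 1, 3, 1, and 0 at P45. The LFC between layers in the fit without a filter was 0.93 (SE 0.53, adjusted p 0.2), higher in LII in 10 of 16 animals, and not detectable as a difference at this depth. Without P23 replicate 1 the LFC was 1.85 (adjusted p 0.039). The paper puts the missing significance down to the higher variation of mir-145.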

The adjacent mir-145 was also detected by the RNA-seq, and showed the same trend in expression, but did not reach significance levels due to higher variation (Supplementary Fig. 3e). In general, the mature miRNA expression from the microarray experiment correlated positively with the pre-mir expression from the RNA-seq experiment (Supplementary Fig. 2). The shift was further pronounced when we only examined highly expressed miRNAs (mature miRNAs with median normalized expression level > 5). Thus overall, RNA-seq reads mapping to pre-mirs appear to be representative for miRNA expression in postnatal rat EC.

SA2: Genomically clustered miRNAs in co-expression modules

As miRNAs encoded close together in the genome (genomic clusters) tend to share expression profiles ([Thapa et al. 2015](#_ENREF_14)), we expected that such clustered miRNAs would be grouped in the same or similar co-expression modules. To test whether the grouping of miRNAs in our modules was consistent with known miRNA clusters, we examined the chromosomal locations of each miRNA within each module for clustering of miRNAs in the genome. Most modules contained at least one pair of genomically clustered miRNAs, except the outlier module and module 3 which contained no clustered miRNAs (Supplementary Fig. 3a).

The modules displaying the clearest developmental profiles (modules 2 and 6) contained several oncomiR and anti-oncomiR clusters, such as the miR-125a/let-7c/99b and miR-23b/27b/24-1 clusters. Module 6 contained all members of the miR-17/92 oncomiR cluster (Supplementary Fig. 3b) that is known to regulate the cell cycle and apoptosis, and has been implicated in neurodegenerative diseases ([Jovicic et al. 2013](#_ENREF_4); [Mogilyansky and Rigoutsos 2013](#_ENREF_8)). This cluster is also of particular importance for oligodendrocyte proliferation ([Petri et al. 2014](#_ENREF_10)). Thus, cell cycle, apoptosis, and oligodendrocyte proliferation is highly regulated by the miR-17/92 early in development, and this regulation decreases by P23 to adulthood.

Twelve of the 23 miRNAs in module 4 are members of the neuron-specific miR-379/410 cluster (Supplementary Fig. 3c), although other members of this large cluster of 42 miRNAs could also be found in module 1 (8 members), module 2 (3 members) and module 8 (2 members). There is little laminar difference for the miRNAs in the modules enriched in this cluster, apart from a downregulation in LII at P9 for some miRNAs. This cluster has been found to fine-tune the expression of N-cadherin ([Rago et al. 2014](#_ENREF_12)), thereby regulating neuronal differentiation and migration. 

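Cdh2, the gene of N-cadherin, lies on chromosome 18 of Rn6 from 8146971 to 8366025 on the minus strand, with 18 exons. It was lower in LII in 15 of 16 animals (LFC -0.37, SE 0.06, adjusted p 2e-05). Expression in LII was 8.76 ± 0.04 (SD, n = 5) at P2, 7.84 ± 0.24 (SD, n = 4) at P9, 7.16 ± 0.17 (SD, n = 3) at P23, and 7.05 ± 0.2 (SD, n = 4) at P45. In LDeep it was 8.99 ± 0.21, 8.16 ± 0.18, 7.69 ± 0.05, and 7.46 ± 0.03 at these ages. The difference between ages (LFC 1.1, SE 0.06, adjusted p 1.8e-15) was larger than that between layers. Limma voom with quantile normalization moved the layer difference of Cdh2 most, to an LFC of -0.28 (adjusted p 0.00011). The paper sets this course of Cdh2 against that of a miRNA cluster. It describes most members of the cluster as raised or most active at P9, or as turned on step by step with age.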

N-cadherin (Cdh2) shows slight laminar differences (LFC -0.28, BH = 0.00016), but is strongly down-regulated in all layers from P9 (Supplementary Fig. 3d). The general expression pattern of the miR-379/410 cluster members is consistent with the majority of the miRNAs being up-regulated or having peak activity at P9 (modules 2 and 4), or being progressively turned on through development (module 2). The high expression at P9 is negatively correlated with the downregulation of the Cdh2 gene at the same age, which can indicate the regulation of this gene by the miR-379/410 cluster also in the MEC.

The miRNA with the most significant laminar difference, miR-143, was upregulated in LII. It is encoded in an intergenic region of the genome, close to miR-145. 

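On chromosome 18 of Rn6, Mir143 is annotated from 56971273 to 56971377 and Mir145 from 56969907 to 56969994, both on the minus strand, with 1278 bases between them. No exon of another annotated gene overlaps either of them (0 exons). The nearest exon below belongs to Csnk1a1, at a distance of 59296 bases, and the nearest above to Il17b, at 40197 bases, both on the plus strand. Both pre-mirs are outside the exons of the RefSeq genes counted, and transcripts that the annotation leaves out were not analysed here.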

The expression of miR-145 followed a similar pattern to miR-143 (LFC=1.88, BH p=0.005), although at a much lower level (Supplementary Fig. 3e). According to miRBase, these miRNAs have similar expression levels in humans, but in mice miR-143 is expressed at a much higher level than miR-145, so this pattern seems common for rodents. These two miRNAs are commonly found at high levels in vascular smooth muscle cells in other tissues, where they play a role in angiogenesis and blood vessel stabilization ([Climent et al. 2015](#_ENREF_2)). The laminar expression difference for these miRNAs could therefore suggest laminar differences in MEC vascular structure, but could also indicate that these miRNAs have hitherto unrecognized brain-specific functions.

SA3: Comparison of miRNA detection between platforms

We used two different technologies for the miRNA expression studies, microarray for the layer samples, and TaqMan array for the stellate subtype samples. To investigate the technical issues of using different technologies, we compared detected miRNAs in the microarray layer experiment (P23 median miRNA expression across MEC layers) and the TaqMan array study (miRNA expression of total RNA from whole MEC P23) with Illumina small RNA sequencing data of total RNA from whole MEC at P23.

All of the three technologies have their own biases. Both Illumina sequencing and the TaqMan array use PCR, which can differ in amplification efficiency depending on the GC content of the cDNA ([Meyer and Liu 2014](#_ENREF_7); [Polz and Cavanaugh 1998](#_ENREF_11)). For the TaqMan array protocol we also used pre-amplification, which could potentially introduce more bias, although this technology has high sensitivity and accuracy for samples of low concentration ([Mestdagh et al. 2014](#_ENREF_6)). Another difference with the samples used for the TaqMan array is that they came from dissociated, FACS sorted cells. This process can be very stressful to the cells, which in turn could potentially alter the miRNA expression. However, results from Okaty *et al.* (2011) ([Okaty et al. 2011](#_ENREF_9)) showed no significant difference in the expression of stress, apoptosis, and immediate early genes between FACS and laser capture microdissection, indicating that FACS is not much more stressful for the cells than other technologies. As for the microarray technology, it has a more limited range than the other two technologies, and we could therefore have missed some differentially expressed miRNAs. Also, as with the TaqMan array, the microarray can only measure the concentration of miRNAs for which it has appropriate probes.

When comparing the platforms, we found 127 miRNAs to be detected by all three technologies (Supplementary Fig. 6). All but two of the miRNAs detected in the microarray experiment were detected with deep sequencing, of which one was also detected by TaqMan array. Four additional miRNAs were not detected in the deep sequencing analysis pipeline as they did not align to the genome (see Methods), but they were detected with reads in the raw data. Fourty-nine miRNAs were detected by the TaqMan array and not by deep sequencing or microarray. Only ten of these are found in v.21 of miRBase. The rest were putative miRNAs at the time of the design of the qPCR array, and are likely not real miRNAs. Five miRNAs detected by the TaqMan array did not align to the genome, but were detected in the raw reads.

The correlation between the different technologies was highest for small RNA sequencing and the TaqMan array (rho = -0.70, BH <2.2e-16), and lowest for the TaqMan array and microarray (rho = -0.61, BH 3.5e-14). This latter figure is higher than what Chen *et al.* ([Chen et al. 2009](#_ENREF_1)) found when comparing TaqMan array and microarrays. The correlation between microarray and small RNA sequencing was 0.64 (Spearman’s rho, BH <2.2e-16), which is slightly lower than what Tam *et al.* ([Tam et al. 2014](#_ENREF_13)) found when correlating Illumina small RNA sequencing and Illumina miRNA microarray (0.69). This slightly lower correlation could be due to differences in technologies, but could also be because of differences between the samples we used for sequencing and microarray analyses. The sample used for sequencing came from whole MEC, whereas the microarray samples were MEC layers from other rats than that used for sequencing. Despite these sample differences, correlations between technologies were similar to what has previously been found by others.

SA4: Analysis of known targets of miR-219-5p

miR-219-5p has several known targets involved in the differentiation of oligodendrocytes. Of the three target genes involved in early development from neural stem cells to OPCs (NeuroD1, Isl1, and Otx2), only NeuroD1 showed expression, and this was fairly stable across time (Supplementary Fig. 7). 

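Neurod1 lies on chromosome 3 of Rn6 from 66414321 to 66417617 on the minus strand, with 2 exons. In LII its expression was 2.33 ± 0.99 (SD, n = 5) at P2, 3.17 ± 0.23 (SD, n = 4) at P9, 4.64 ± 1.7 (SD, n = 3) at P23, and 3.4 ± 0.19 (SD, n = 4) at P45. In LDeep it was 3.35 ± 1.23, 3.19 ± 0.14, 2.81 ± 0.1, and 3.46 ± 0.61. Neither the difference between ages (LFC -0.62, SE 0.28, adjusted p 0.051) nor that between layers with the ages combined (LFC 0.32, SE 0.29, adjusted p 0.39) passed the threshold. At P2, Neurod1 was lower in LII in 5 of 5 animals (LFC -1.12, adjusted p 0.19). It was higher in LII in 3 of 3 at P23 and past the threshold there (LFC 2.58, adjusted p 0.01). These opposite signs partly cancel in the combined LFC, which was -0.09 without P23 replicate 2. The large SD in LII at P23 rests on replicate 2, with 702 counts of Neurod1. In that sample cerebellar granule and Purkinje cell markers were 4.18 log2 units above the highest other replicate. RNA from such cells could therefore raise the LFC at P23, although the lowest LII value (3.5) lay above the highest in LDeep (2.87). Without P23 replicate 2 the LFC of Neurod1 between ages was -0.19. Without P2 replicate 3 it was -0.84, and in 4 of 16 fits that left out 1 animal the age difference was stronger. Isl1, on chromosome 2 of Rn6 from 48488911 to 48501217 on the minus strand, with 6 exons, had 87 counts in LII P2 replicate 1 and at most 1 count in every other MEC sample. Otx2, on chromosome 15 of Rn6 from 25500995 to 25526281 on the minus strand, with 12 exons, had 9 counts over all 32 MEC samples, 8 of them in LII P2 replicate 1. Both were below the filter on low counts, and a count of 3 in a sample, the floor used here, stands for 0.285 to 0.608 CPM in MEC samples. From the lack of Isl1 and Otx2 and the course of NeuroD1, the paper reasons that the developmental stage of OPCs is largely over by P2.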

This result indicates that the OPC developmental stage is largely finished by the P2. The six known target genes involved in development from OPCs to myelinating oligodendrocytes (Elovl7, Foxj3, Hes5, Pdgfra, Sox6, Zfp238) were all expressed (Figure 5e, Supplementary Fig. 7), which was expected as myelination occurs during the age range tested (from P10, ([Downes and Mullins 2014](#_ENREF_3))). 

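In LII at P9, the mean expression was 2.53 ± 0.47 for Elovl7, 6.77 ± 0.1 for Foxj3, 5.2 ± 0.36 for Hes5, 8.1 ± 0.39 for Pdgfra, 4.72 ± 0.13 for Sox6, and 9.03 ± 0.15 for Zfp238 (log2 CPM ± SD, n = 4). All 6 passed the filter on low counts. The lowest group mean was that of Elovl7 in LDeep at P2, 0.24 ± 1.06 (SD, n = 5). Foxj3 is on chromosome 5 of Rn6 from 138587968 to 138676948 on the plus strand, with 13 exons, and Sox6 on chromosome 1 of Rn6 from 185673177 to 186182830 on the plus strand, with 16 exons. Zfp238 is on chromosome 13 of Rn6 from 95589668 to 95591236 on the plus strand, with 1 exon, and in LII at P2 its values varied more than elsewhere, at 8.32 ± 1.43 (SD, n = 5). For Elovl7 the fit with the replicate number as a block gave an LFC between ages of -2.1 in place of -1.88. The paper relates the expression of these genes to the myelination that takes place in the ages sampled.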

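Between ages, Elovl7 rose (LFC -1.88, SE 0.22, adjusted p 1.5e-08), whereas Foxj3 (LFC 0.27, SE 0.04, adjusted p 3.5e-06), Hes5 (LFC 1.59), and Pdgfra (0.3) were higher at P2/P9. The LFC between ages of Sox6 (0.18, adjusted p 0.064) and Zfp238 (0.25, adjusted p 0.2) had the same sign but did not pass the threshold. The LFC of Pdgfra rests mainly on its peak at P9. Its means at P2 (7.25 in LII, 6.91 in LDeep) were below those at P23 (7.76 and 7.05). At P45 the means were 7.39 in LII and 6.72 in LDeep. Between layers, Pdgfra (LFC 0.51, SE 0.11, adjusted p 0.00052) and Zfp238 (LFC 0.16, SE 0.18, adjusted p 0.5) were each higher in LII in 14 of 16 animals, and of these only Pdgfra passed the threshold. At P2 Zfp238 had 8.32 ± 1.43 (SD, n = 5) in LII and 9.12 ± 0.16 (SD, n = 5) in LDeep, and at P9 9.03 ± 0.15 and 8.64 ± 0.19. With the replicate number as a block, the LFC of Zfp238 between layers was 0.07. As miR-219-5p is higher in LDeep in the paper's microarray data, the paper reads higher expression in LII as the opposite laminar pattern.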

Expression of all of these genes, except for Elovl7, was negatively correlated with miR-219-5p expression, but only Pdgfra and Zfp238 displayed the opposite laminar pattern to the miRNA. The Hes5 gene, a powerful repressor of myelin gene expression ([Liu et al. 2006](#_ENREF_5)), showed a sharp downregulation in its expression between P9 and P23, which is when myelination begins.

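Hes5 lies on chromosome 5 of Rn6 from 172364421 to 172365188 on the plus strand, with 3 exons. In LII its expression was 5.09 ± 0.22 (SD, n = 5) at P2 and 5.2 ± 0.36 (SD, n = 4) at P9, and then 3.5 ± 0.58 (SD, n = 3) at P23 and 3.57 ± 0.33 (SD, n = 4) at P45. In LDeep it went from 4.8 ± 0.33 (SD, n = 4) at P9 to 3.31 ± 0.08 (SD, n = 3) at P23. The LFC between ages was 1.59 (SE 0.11, adjusted p 2.5e-13), larger than the spread between animals in every group. Layers did not differ past the threshold (LFC 0.24, adjusted p 0.087). Leaving out P23 replicate 1 raised the LFC of Hes5 between ages to 1.7. The paper sets the fall between P9 and P23 beside the onset of myelination in that period.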

# Supplementary References

Chen Y, Gelfond JA, McManus LM, Shireman PK (2009) Reproducibility of quantitative RT-PCR array in miRNA expression profiling and comparison with microarray analysis BMC Genomics 10:407 doi:10.1186/1471-2164-10-407

Climent M, Quintavalle M, Miragoli M, Chen J, Condorelli G, Elia L (2015) TGFbeta Triggers miR-143/145 Transfer From Smooth Muscle Cells to Endothelial Cells, Thereby Modulating Vessel Stabilization Circ Res 116:1753-1764 doi:10.1161/CIRCRESAHA.116.305178

Downes N, Mullins P (2014) The development of myelin in the brain of the juvenile rat Toxicol Pathol 42:913-922 doi:10.1177/0192623313503518

Jovicic A, Roshan R, Moisoi N, Pradervand S, Moser R, Pillai B, Luthi-Carter R (2013) Comprehensive expression analyses of neural cell-type-specific miRNAs identify new determinants of the specification and maintenance of neuronal phenotypes J Neurosci 33:5127-5137 doi:10.1523/JNEUROSCI.0600-12.2013

Liu A, Li J, Marin-Husstege M, Kageyama R, Fan Y, Gelinas C, Casaccia-Bonnefil P (2006) A molecular insight of Hes5-dependent inhibition of myelin gene expression: old partners and new players EMBO J 25:4833-4842 doi:10.1038/sj.emboj.7601352

Mestdagh P et al. (2014) Evaluation of quantitative miRNA expression platforms in the microRNA quality control (miRQC) study Nat Methods 11:809-815 doi:10.1038/nmeth.3014

Meyer CA, Liu XS (2014) Identifying and mitigating bias in next-generation sequencing methods for chromatin biology Nat Rev Genet 15:709-721 doi:10.1038/nrg3788

Mogilyansky E, Rigoutsos I (2013) The miR-17/92 cluster: a comprehensive update on its genomics, genetics, functions and increasingly important and numerous roles in health and disease Cell Death Differ 20:1603-1614 doi:10.1038/cdd.2013.125

Okaty BW, Sugino K, Nelson SB (2011) A quantitative comparison of cell-type-specific microarray gene expression profiling methods in the mouse brain PLoS One 6:e16493 doi:10.1371/journal.pone.0016493

Petri R, Malmevik J, Fasching L, Akerblom M, Jakobsson J (2014) miRNAs in brain development Exp Cell Res 321:84-89 doi:10.1016/j.yexcr.2013.09.022

Polz MF, Cavanaugh CM (1998) Bias in template-to-product ratios in multitemplate PCR Appl Environ Microbiol 64:3724-3730

Rago L, Beattie R, Taylor V, Winter J (2014) miR379-410 cluster miRNAs regulate neurogenesis and neuronal migration by fine-tuning N-cadherin EMBO J 33:906-920 doi:10.1002/embj.201386591

Tam S, de Borja R, Tsao MS, McPherson JD (2014) Robust global microRNA expression profiling using next-generation sequencing technologies Lab Invest 94:350-358 doi:10.1038/labinvest.2013.157

Thapa I, Fox HS, Bastola D (2015) Coexpression Network Analysis of miRNA-142 Overexpression in Neuronal Cells Biomed Res Int 2015:921517 doi:10.1155/2015/921517

How the deposited data were processed for this re-analysis (not part of the article)

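RNA was measured in 64 samples, 32 of the MEC and 32 of the lateral entorhinal cortex (LEC), each from LII or LDeep at P2, P9, P23, or P45. The paper reports the sequencing of the MEC samples only. Each layer of each region had 5 replicates at P2, 4 at P9, 3 at P23, and 4 at P45, from 16 animals if a replicate number is read as 1 animal within an age. These numbers of replicates equal those the paper gives for the MEC. Condition, age, layer, and replicate of every sample were taken from the sample labels and the paper.

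The authors trimmed the reads with Trimmomatic, mapped them to Rn6 with STAR, and counted read pairs on RefSeq exons with featureCounts, strand-specific, for pairs with both ends mapped and not chimeric, and with pairs that overlap several genes counted for each of them. The deposited files hold these counts per gene for each sample, as whole numbers without normalization. They include the authors' choice of annotation and of which alignments are counted, which could not be changed here. Genes that share sequence with a near copy can lose or gain counts in this step. Gene names and positions are those of the files, and positions count from 1 on Rn6. No genome sequence was at hand, so no sequence, GC content, or target site was examined.

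Between 3894334 and 11439143 read pairs per sample were counted on genes, with a median of 8042030.5 in the MEC and 7197230.5 in the LEC. In MEC samples 1 count stood for 0.0951 to 0.203 CPM, so genes with a few counts, such as the pre-mirs, carry a large error. No replicates held identical counts, and the smallest chi-square statistic per degree of freedom between replicates of a group was 3.17.

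Everything else was computed from the counts with R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM library sizes, on genes kept by its filter on low counts (12341 in the MEC), with 1 mean for each of 8 groups and no block. The contrasts were LII against LDeep at each age, LII against LDeep with the 4 ages weighted equally, and P2/P9 against P23/P45 with layers weighted equally. The change of the layer difference with age was added as a contrast after the files had arrived. In the LEC the layer contrast used 12255 genes, and the difference of the layer contrast between MEC and LEC used 12521 genes and all 64 samples. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of an LFC was taken as its size divided by the square root of the quasi-likelihood F statistic. For 86 genes of the main fit all counts in a group were 0. There the F statistic is not usable in this way and no standard error is given. Where a group held almost no counts, as for Mobp at the younger ages, such a standard error can be too small. Genes below the filter that the paper names (Mir143, Mir145, Mir219-1, Mir219-2, Isl1, and Otx2) were tested in a fit of all genes with at least 1 count. Expression is given as log2 CPM with a prior count of 2, as mean and SD over animals.

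Genes named in the text were chosen by a rule. They are the genes of Supplementary Table 1, the genes of Supplementary Table 5 that meet all filters of the paper, and the mir-143, mir-145, and mir-219 precursors. To these come the genes with the largest LFC in each direction with an adjusted p below 0.05 and a mean of at least 1 CPM, 5 per direction for the combined layers and the ages, 2 per direction at single ages, and 3 per direction in the LEC contrasts. They also had to show the same sign in every animal or, between ages, no overlap of younger and older samples. Not every gene chosen in this way is reported. Gene families were defined by gene symbols and tested with Fisher's exact test among genes with an absolute LFC above 0.5. Pre-mirs were matched to mature miRNAs of the paper's sheets by name, with at least 10 counts, and correlations were tested with 100000 permutations.

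The alternatives were DESeq2 1.42.0, limma 3.58.1 with voom, TMM, and quantile normalization as the paper's methods name, RLE size factors, no filter on low counts, at least 10 counts in every sample, an absolute LFC above 0.5, all 64 samples in 1 fit, only the samples of 1 age, the animal as a block, and each animal left out in turn. The scripts were tested on simulated counts with 200 changed genes, for the layer contrast with the ages combined. Changed genes were well counted, with a mean absolute LFC of 0.986 in edgeR, and ages and pairing had no effect. Of the 200, edgeR recovered 191 (95.5%) with 6.37% of its calls false, limma voom recovered 190 with 7.32% false, and DESeq2 191 with 11.6% false. In the real counts the median absolute LFC of genes differing between layers was 0.4266, so these shares need not hold there. For each count of genes, samples were regrouped at most 100 times and refitted. At single ages and between layers the layer labels were exchanged, and for the contrasts between ages the ages were exchanged among animals. The paper states that all samples were run across all lanes. Batches of dissection or library preparation are not named in the labels, so none could be separated. The miRNA microarray, the small RNA sequencing, the in situ hybridizations, and the target predictions are not in the files analysed here.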

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

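The samples and their conditions, the tests, the alternatives, and the rule for naming genes were set before the counts were at hand. Not set beforehand were the contrast for a change of the layer difference with age, the added limma voom setting, the lists of ependymal, midbrain, and cerebellar marker genes, and the samples looked at 1 by 1. Predictions for the splits of the samples, for mislabelled samples, for the relations across LII samples, and for Otx2 were written before their results were seen. All others (library size, share of the top genes, marker genes in single samples, spread and depth at P2, and meningeal genes in the LEC) were made only after the result, or the table it comes from, was seen.

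Among the genes named at the claims, 186 groups of 4 or 5 MEC samples were tested for a sample far from the others, and 13 were flagged, where 9.3 are flagged by chance. The flags alone are thus about what chance gives. The ratio of the gap to the range was 0.739 for Bace1 in LDeep at P2 (replicate 4 high, 7.13 against 6.63 for the next), 0.856 for Cdh2 in LII at P9 (replicate 4 high), 0.74 for Fads2 in LDeep at P2 (replicate 3 low), and 0.873 for Fads2 in LII at P45 (replicate 3 low, 6.58 against 6.86). It was 0.929 for Hes5 in LII at P45 (replicate 1 low, 3.07 against 3.72), 0.823 for Lmo4 in LDeep at P2 (replicate 4 low, 7.03 against 7.61), and 0.899 for Scn8a in LDeep at P2 (replicate 4 high, 8.26 against 7.1). Scn4b in LDeep at P2 had 0.874, since replicate 1 reached 2.73 log2 CPM against -1.41. No explanation was tested for these single genes.

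Flags that rest on 1 or 2 counts are Isl1 in LII at P45 and in LDeep at P45 (ratio 1 for both, 1 count in replicate 2) and Mir143 in LDeep at P45 (ratio 0.836, 2 counts in replicate 4). At this depth they carry no information. Isl1 in LII at P2 (ratio 1) and Otx2 in LII at P2 (ratio 0.776) both come from replicate 1, which had 87 counts of Isl1 and 8 of Otx2.

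MEC LII P2 replicate 1 also had more genes raised over all other replicates of its group than any other sample. Counting genes with at least 10 counts and a log2 CPM more than 2 above the highest other replicate, it had 288, against a median of 2 over all samples. Next in the MEC came LDeep P2 replicate 1 with 195, LII P2 replicate 3 with 63, LDeep P9 replicate 3 with 46, and LII P23 replicate 2 with 44. The following MEC sample, LDeep P2 replicate 4, had 41, and the cut between 44 and 41 was made after seeing the numbers. LDeep P2 replicate 4 was therefore not among the samples tested below. Its chi-square statistic per degree of freedom against the other replicates of its group was 48.35 to 71.21. The flags for Bace1, Lmo4, and Scn8a in LDeep at P2 also fall in it. The highest LEC sample had 94 and was not looked at further. RNA from cells outside the dissected layer is a candidate explanation, and lists of marker genes were compared in each of these 5 samples. The ependymal markers in LII P2 replicate 1 were on average 5.19 log2 units above the highest other replicate, and the midbrain dopamine neuron markers in LII P2 replicate 3 were 5 units above. The cerebellar granule and Purkinje cell markers in LII P23 replicate 2 were 4.18 units above. The meningeal fibroblast markers were raised by 4.68 in LDeep P2 replicate 1 and by 2.78 in LDeep P9 replicate 3. All 5 values are past the limit of 1 that was set for this explanation, but the ependymal, midbrain, and cerebellar lists were written after the raised genes had been seen, so these tests are not independent of the pattern.

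Other technical explanations were tested for the same 5 samples. Total counts relative to the median of the other replicates were 1.14 (LII P2 replicate 1), 0.81 (LDeep P2 replicate 1), 1.33 (LII P2 replicate 3), 1.31 (LDeep P9 replicate 3), and 0.96 (LII P23 replicate 2), all within the limits of 1.5 times. The share of the 10 genes with most counts differed from the median of the other replicates by -0.66, -0.03, -0.08, -0.23, and -0.44 percentage points in the same order, so a few genes did not take the counts. A mislabelled sample would correlate better across genes with another group than with its own. The correlation with the own group minus the highest other was 0.0025 for LII P2 replicate 1, 0.0068 for LDeep P9 replicate 3, and 0.00086 for LII P23 replicate 2. It was -0.015 for LDeep P2 replicate 1 and -0.0066 for LII P2 replicate 3. For these last samples both a wrong label and RNA from other cells remain as possible explanations, and the margins are small throughout. No sample was left out of the main results or moved to another group. GC content and batches of dissection or library preparation could not be tested, since neither a genome nor a batch was given, and no biological explanation was tested because the design gives none within a group.

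The layer difference of Lmo4 was larger at the older ages. The LFC at P23/P45 minus that at P2/P9 was -1.02 (SE 0.23, adjusted p 0.011), and for Cachd1 it was -0.64 (SE 0.14, adjusted p 0.0091). Lmo4 was lower in LII in 12 and Cachd1 in 9 of 16 animals. Over all genes, the layer difference changed with age for 434 of 12341, of which 217 changed in either direction. Exchanging the ages among the 16 animals gave as many genes in 1 of 100 splits, the real one (the next gave 1 gene). Such splits mix animals of different ages in a group, and 9169 genes differed between ages. This raises the spread in every other split, so these splits cannot tell whether 434 is more than a random split would give. A difference in library size is a candidate explanation, but the ratio of LII to LDeep median counts differed only 1.29 times between younger and older samples, within the limit of 1.5. The number was not lower but higher, 648, without P2 replicate 1, so this sample does not account for it. RNA from other cells in the remaining samples and batches of dissection or library preparation were not tested for this contrast, so a change of the layer difference with age stays a hypothesis.

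In the LEC, whose sequencing the paper does not report on, 4616 of 12255 genes were differentially expressed between LII and LDeep, 2263 higher in LII and 2353 in LDeep. As many genes were found in 1 of 100 splits, the real one (the next gave 960). The ratio of median total counts, LII over LDeep, was 0.73, within the limits set for library size. Meningeal fibroblast markers had a mean LFC of 4.19 in the LEC (15 of 16 higher in LII) and 2.68 in the MEC (15 of 16). This is consistent with meningeal RNA in LII samples, an explanation for genes higher in LII, and how many of the 2263 it covers was not tested. Whether it also bears on the 2353 genes higher in LDeep, 457 of them with an absolute LFC above 0.5, was not tested. Batches of dissection or library preparation were not tested.

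The layer difference differed between MEC and LEC for 156 of 12521 genes. The LFC between layers in the MEC minus that in the LEC was positive for 118 and negative for 38. This sign does not tell in which region the layer difference was larger in size. As many as 156 genes were found in 1 of 100 splits, the real one (the next gave 58). These splits exchanged the regions within animals, so any difference between the regions themselves also entered the spread. Library size was tested with the ratio of the LII to LDeep count ratios, 1.26 between MEC and LEC, within the limit of 1.5. For Lmo4 the difference was -0.67 (SE 0.14, adjusted p 0.0035; lower in 13 of 16 animals), with an LFC of -0.69 in the MEC and -0.01 (adjusted p 0.95) in the LEC. For Sox6 it was 0.46 (SE 0.13, adjusted p 0.046; higher in 14 of 16 animals), with 0.16 in the MEC and -0.29 (adjusted p 0.011) in the LEC. A weaker laminar pattern of Lmo4 in the LEC is a hypothesis. It was not tested whether meningeal RNA, library batch, or the exactness of the dissection differ between the regions in a way that could give it, so these explanations remain beside the tested 1.26.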

How the results depend on the processing

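Of 90 results on single genes between layers, 64 were unchanged under every alternative, and of 62 between ages, 51. The number of genes between ages and that in the combined layers stayed within 1.5 times of the main count under every other test, normalization, block, and animal left out. The 4 families were enriched in the same direction under the alternatives run for them. These were no minimum on LFC, limma voom with quantile normalization, and at least 10 counts in every sample. 

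The number of genes between layers at P2 (542) depended most on the processing. It was 920 with DESeq2, 224 with limma voom and quantile normalization, 1156 with all 64 samples in 1 fit, 1 with only the P2 samples, and 886 with the replicate block, where the pairing is taken from the labels. Fits with more samples or a block change the estimate of the spread, and the P2 samples alone have a large spread. In other fits with only the samples of that age, 2732 genes were found at P23 (main 1610) and 2503 at P45 (main 1436). At least 10 counts in every sample left 913 at P45, 3111 in the combined layers (main 4692), and 3061 in the LEC (main 4616), since fewer genes are tested. An absolute LFC above 0.5 left 2103 in the combined layers, 5791 between ages (main 9169), and 1950 in the LEC. For the change of the layer difference with age (434), DESeq2 gave 660, all 64 samples 658, and the setting added after seeing the data (limma voom on all 64 samples without a filter) 660. With the replicate block, 286 genes differed in layer difference between MEC and LEC (main 156), while the block gave 2041 at P9, 1920 at P23, 1667 at P45, 5077 in the combined layers, 4737 in the LEC, and 560 for the change with age. Both layers of an animal had a mean correlation of deviations of 0.132, against -0.0479 for different animals.

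With each animal left out in turn (16 fits), the numbers ranged from 228 to 1599 at P2, 520 to 2323 at P9, 439 to 2210 at P23, and 507 to 1937 at P45. They ranged from 3910 to 5199 in the combined layers, 8837 to 9425 between ages, 207 to 648 for the change with age, 3849 to 5259 in the LEC, and 63 to 218 between MEC and LEC. The highest value came without P2 replicate 1 in each of these except the LEC. As all groups share 1 estimate of the spread, a replicate with many raised genes, such as MEC LII P2 replicate 1, could lower the number at every age, as the 1599 genes without it suggest.

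For collagen and laminin genes in LDeep the odds ratio went from 1.74 to 0.287 without a minimum on LFC. For integrin, cadherin, and claudin genes in LDeep it went from 0.599 to 1.68 with limma voom, 1.7 with at least 10 counts in every sample, and 0.202 (now past the threshold) without the minimum. These rest on 2 genes and 1 gene in the main setting.

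The LFC between layers changed sign for Elovl7 (0.23 to -0.05 with limma voom, -0.03 with the added setting), Neurod1 (0.32 to -0.03 with both), and Scn8a (-0.07 to 0.05 with both). That of Mir219-1 went from 0.09 to -0.06 with DESeq2, -0.16 with limma voom, and -0.18 with the added setting. None of these was past the threshold in any of these fits. The LFC between ages of Isl1 went from 0.93 to -2.36 with DESeq2. With 1 animal left out, the LFC between layers ranged from -0.09 to 0.43 for Neurod1, -0.12 to 0.01 for Scn8a, and -0.31 to 0.32 for Mir219-1. Between ages it ranged from -0.78 to 1.71 for Isl1 and -0.26 to 0.9 for Mir145. Isl1, Mir145, and Mir219-1 have so few counts that the sign of a difference is not detectable.

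Other rows changed without a change of sign. Of 1440 rows between layers that leave out 1 animal, 24 were weaker and 7 stronger, and of 450 with other settings, 9 were weaker and 7 stronger. Between ages the numbers were 16 weaker and 8 stronger of 992, and 2 weaker and 4 stronger of 310. The added setting gave 1 weaker and 5 stronger of 78 rows between layers, and 0 weaker and 1 stronger of 62 between ages.

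At P2, 6 of 100 splits of the samples gave at least 542 genes (the largest 2559), so under the main model, which has no block, the number at P2 cannot be told apart from a random split (the median of the other splits was 0). These splits divide the samples without regard to the animal. With the replicate block, where the pairing is taken from the labels, the number was 886 (mean correlation of 0.132 within and -0.0479 between animals). No splits were made under that model, and exchanging layers within the 5 animals gives 16 splits, too few for a share under 0.05. A larger spread at P2 is a candidate explanation. The median SD of genes in LII at P2 was 1.36 times the median of the other groups, past the limit of 1.25, and in LDeep at P2 it was larger still (0.317 against 0.25 in LII). Depth was not lower, with a ratio of 1.02 to the older samples. The real split gave the most genes of 35 at P9 (1 of 35; next 347) and at P45 (1 of 35; next 147), of 100 in the combined layers (1 of 100; next 28), and of 100 between ages (1 of 100; next 8424). At P23 it was 1 of 10 (next 0), and 10 splits cannot give a share under 0.05. Between ages, the median of the other splits was 0, and 8424 is the largest.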

Differences from the paper's values

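Of 96 values compared with the paper's, 5 differed, 4 of them in the log2 fold change younger vs older and 1 in the log2 fold change LII vs LDeep. The paper's value for Clasp2 between ages is 0.5447, and the value here was 0.35. Limma voom with quantile normalization gave 0.54 and closed the gap; DESeq2 (0.34), RLE size factors (0.34), all 64 samples (0.35), and the replicate block (0.35) did not. For Klk6 the paper's LFC is -6.956 and the value here was -8.89. Limma voom (-6.71) and the replicate block, which for ages is also a limma voom fit (-7.16), closed the gap, and DESeq2 (-8.52), RLE size factors (-8.89), and all 64 samples (-8.82) did not. For Nox4 the paper's LFC is 4.321, against 5.31 here. Limma voom (4.36) and the replicate block (4.34) closed the gap, and DESeq2 (5.34), RLE size factors (5.31), and all 64 samples (5.28) did not. For Opalin the paper's LFC is -9.365, against -11.31 here. The replicate block (-9.52) closed the gap, and limma voom (-9.1), DESeq2 (-10.91), RLE size factors (-11.31), and all 64 samples (-11.24) did not. The paper's LFC of pre-mir-143 (Mir143) between layers is 1.17, against 2.05 here. Limma voom (1.21) closed the gap, and DESeq2 (1.96), RLE size factors (2.06), all 64 samples (2.04), and the replicate block (2.05) did not. No fit with 1 animal left out closed any of these gaps. The paper's methods name limma voom with TMM and quantile normalization.

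A further setting, limma voom with quantile normalization on all 64 samples without a filter on low counts, was chosen after seeing the values. It gave 0.54 for Clasp2, -6.96 for Klk6, 4.32 for Nox4, -9.37 for Opalin, and 1.17 for Mir143. The number of differentially expressed mRNAs in this setting was 708 at P2, 1898 at P9, 1919 at P23, 1674 at P45, 5127 in the combined layers, and 10002 between ages, where the paper's sheets list 708, 1896, 1918, 1673, 5125, and 10002. The main numbers (542, 1547, 1610, 1436, 4692, and 9169) were within 1.5 times of the paper's.

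The paper states that Lmo4 had the highest LFC between layers among the predicted targets of miR-143. Here Sox5 (LFC -1.11, SE 0.11) had a larger size than Lmo4 (-0.69, SE 0.12), and Slc35f1 (-0.72, SE 0.08) could not be ranked against Lmo4. The paper required its targets of miR-219-5p to differ between layers, and here Fads2 (LFC 0.12, adjusted p 0.085), Tnrc18 (0.32, adjusted p 0.097), and Aff4 (0.06, adjusted p 0.44) did not pass the threshold in edgeR's test. With limma voom and quantile normalization, which the paper's methods name, Fads2, Tnrc18, and Aff4 all passed it. The paper gives Zfp238 a laminar pattern opposite to the miRNA, and here its LFC of 0.16 toward LII had an adjusted p of 0.5. That fit does not use the animal. Zfp238 was higher in LII in 4 of 4 animals at P9, 3 of 3 at P23, and 4 of 4 at P45, which is the paper's direction. At P2 it was higher in 3 of 5, with an SD of 1.56 for the differences within animals. The paper states that of NeuroD1, Isl1, and Otx2 only NeuroD1 was expressed. Here Isl1 had 87 counts in MEC LII P2 replicate 1, a sample with raised ependymal markers. In every other MEC sample Isl1 had at most 1 count, and it did not pass the filter on low counts. The difference from the paper thus rests on that sample.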

Other observations

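In the LEC the precursor Mir143 was also higher in LII (LFC 2.36, SE 0.48, adjusted p 0.00018 in edgeR's fit without a filter; higher in 15 of 16 animals). The layer difference of Mir143 did not differ detectably between MEC and LEC (-0.34, adjusted p 1). From in situ hybridization, the paper describes the mature miR-143 as more evenly spread over the layers of the LEC than of the MEC. The counts of the precursor are too few to tell such a difference. Among genes with the same sign in all 16 animals, large layer differences in the LEC were those of Ptgds (LFC 6.88) and Upk1b (6.76) toward LII, and Prokr1 (-5.15), Figf (-4.31), and Slc15a5 (-3.95) toward LDeep. Across the 12184 genes tested in both regions, the layer LFC of MEC and LEC had a Pearson r of 0.891 and a Spearman rho of 0.721. These are correlations across genes, which are not independent replicates. Both regions also come from the same animals if a replicate number is read as 1 animal within an age. Of 4657 genes differentially expressed between MEC layers, 4437 (95.3%) had the same sign in the LEC, 3097 were also differentially expressed there in that direction, and 13 in the opposite direction. Genes with the largest difference of layer LFC, MEC minus LEC, and the same sign in all 16 animals were also listed. They were Trpc5 (1.26), Tuba8 (0.91), and Zfp423 (0.67) with a positive sign, and Brinp3 (-2.17), Fap (-2.07), and Crym (-1.28) with a negative sign.

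Collagen and laminin genes were higher in LII of the MEC, and 1 hypothesis was that they follow the amount of meningeal or vascular RNA in a sample. Across the 16 LII samples, the deviations from the age means of collagen and laminin genes and of meningeal fibroblast markers had a Pearson r of 0.89 (permutation p 0.00011, BH adjusted p 0.00044) and a Spearman rho of 0.86 (permutation p 0.00011, BH adjusted p 0.00044). Without the 2 samples farthest from the median, r was 0.83. With endothelial markers r was 0.89 (permutation p 0.0024, BH adjusted p 0.0048), rho was 0.76 (permutation p 0.016, BH adjusted p 0.032), and r without the 2 farthest samples was 0.82. These belong to a family of 4 relations. The labels name no batch, and an age holds only 3 to 5 LII samples, too few to recompute r within it. The relations suggest that the amount of collagen and laminin RNA in a LII sample may depend on how much meningeal or vascular tissue it holds. Several of the marker genes belong to the same tissues by definition, and the relations do not show how much of the difference between layers comes from this source.

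For pre-mir-143 the hypotheses were that it follows the RNA of smooth muscle cells and pericytes, or that of Reln-expressing cells. Across the same 16 LII samples, r with smooth muscle and pericyte markers was 0.12 (permutation p 0.71, BH adjusted p 0.71), rho was 0.09 (permutation p 0.77, BH adjusted p 0.77), and r without the 2 farthest samples was -0.36. With Reln, r was -0.26 (permutation p 0.44, BH adjusted p 0.59), rho was -0.34 (permutation p 0.3, BH adjusted p 0.4), and r without the 2 farthest samples was -0.04. Neither relation was detectable, but with 0 to 11 counts of Mir143 per sample neither could be excluded. The source of pre-mir-143 cannot be told from these samples.

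Otx2 had 9 counts over the 32 MEC samples. Its set of exons is annotated at 2 places, and read pairs that map equally well to several places were left out of the counts, so a loss of counts was tested as an explanation. Of 147 genes with an exon set annotated 2 times, 46 (31.3%) had fewer than 10 counts over all 64 samples, against 2764 of 17113 other genes (16.2%). The ratio of 1.94 did not reach the limit of 2 set beforehand, although the difference in shares was past the threshold of Fisher's exact test (p 5.2e-06). The absence of Otx2 counts therefore stays without a tested explanation, and low counts of such genes are best read as uncertain.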
